# High-Throughput Sequencing and Degradome Analysis Identify miRNAs and Their Targets Involved in Fruit Senescence of *Fragaria ananassa*

**DOI:** 10.1371/journal.pone.0070959

**Published:** 2013-08-19

**Authors:** Xiangbin Xu, Lili Yin, Qicai Ying, Hongmiao Song, Dawei Xue, Tongfei Lai, Maojun Xu, Bo Shen, Huizhong Wang, Xuequn Shi

## Abstract

In non-climacteric fruits, the respiratory increase is absent and no phytohormone is appearing to be critical for their ripening process. They must remain on the parent plant to enable full ripening and be picked at or near the fully ripe stage to obtain the best eating quality. However, huge losses often occur for their quick post-harvest senescence. To understanding the complex mechanism of non-climacteric fruits post-harvest senescence, we constructed two small RNA libraries and one degradome from strawberry fruit stored at 20°C for 0 and 24 h. A total of 88 known and 1224 new candidatemiRNAs, and 103 targets cleaved by 19 known miRNAs families and 55 new candidatemiRNAs were obtained. These targets were associated with development, metabolism, defense response, signaling transduction and transcriptional regulation. Among them, 14 targets, including NAC transcription factor, Auxin response factors (ARF) and Myb transcription factors, cleaved by 6 known miRNA families and 6 predicted candidates, were found to be involved in regulating fruit senescence. The present study provided valuable information for understanding the quick senescence of strawberry fruit, and offered a foundation for studying the miRNA-mediated senescence of non-climacteric fruits.

## Introduction

Fruits are essential component of the human diets, especially from fleshy species, which contain high levels of vitamins, antioxidants and dietary fiber. According to the ripening characteristic, fleshy fruits are designated as climacteric and non-climacteric [1]. Climacteric fruits are characterized by a burst of respiration at the onset of ripening along with a large rise in ethylene production, such as the apple, banana, peach and tomato. They can ripen off the parent plant and get soft and sweet after harvest, and can be picked before the fully ripe stage to maintain quality and extend storage life. Besides, their ripening can be initiated by exposure to exogenous ethylene. In non-climacteric fruits, the respiratory increase is absent and no phytohormone is appearing to be critical for the ripening process, and they can not be initiated by exogenous phytohormone. They must remain on the parent plant to enable full ripening and be picked at or near the fully ripe stage to obtain the best eating quality. However, at ambient temperature, some of the non-climacteric fruits post-harvest senescence occurs very quickly, such as strawberry and cherry, and their storage time is only 2–3 d, which often serious affects fruit quality and marketing value, and causes huge losses. Thus, studies of the complex molecular mechanism of non-climacteric fruits post-harvest senescence and technologies for extending their storage life have attracted considerable attentions.

In recent years, small RNAs (sRNAs) are getting more and more attention for their key roles in post-transcriptional or translational gene regulation [2]–[6]. Small interfering RNAs (siRNAs) and microRNAs (miRNAs) are the two major groups of sRNAs. The miRNAs are short (20 to 24 nucleotides in length), single strand and endogenous non-coding sRNAs molecules that negatively regulate gene expressions at post-transcriptional level identified in nearly all eukaryotes [4], [7]. The miRNA genes originate in the nucleus, where they are encoded by independent transcriptional units in intergenic regions and transcribed by RNA polymerase II to form pri-miRNA. In plant, the stem loop region of pri-miRNAs are cut by Dicer endonuclease to form small double stranded RNA (dsRNA) miRNA: miRNA* and then transported to cytoplasm by HST [4], [8]. Then the miRNA* strand is degraded by SDN and the miRNA strand is incorporated in the RNA-induced silencing complex (RISC) with endonuclease AGO [9], where they serving as a leading RNA to direct cleavage of complementary mRNAs [9]. Recent studies have revealed the key roles of miRNAs in diverse biological processes such as development, hormone response and stresses response [10]–[13]. Several miRNAs also have been found to be effective in regulating different mechanisms entailing plant senescence. For example, miR319 negatively regulates leaf growth and positively regulates leaf senescence by modulating the activity of TCP transcription factors [14]. MiR164 prevents premature overexpression of *ORE1*, a positive regulator of ageing-induced cell death and senescence, and regulates the senescence and cell death in *Arabidopsis thaliana* leaves [15]. In the climacteric fruit of tomato, miR156/157 was found to be complementary to the CNR3′ untranslated-region sequence, which was important for MADS-RIN to induce the transcription of ripening-related genes [16]. However, to date, there is no information about the function of miRNAs in non-climacteric fruits post-harvest senescence.

To totally make clear the functions of miRNA on the diverse biological processes, it is essential to exactly identify their target genes and explore their interactions. Recently, the development of degradome sequencing has provided a new method for validation of the splicing targets on a whole genome scale, which has employed in identifying miRNA targets and revolutionized the traditional computational target prediction. It has been successfully applied to screen for miRNA targets in several plants, animal and viruses [17]–[21]. In the present research, to investigate the molecular mechanism of non-climacteric fruits post-harvest senescence, and screen for miRNAs and their targets involved in senescence, two small RNA libraries and one degradome from different storage time strawberry fruit were constructed and sequenced by the high-throughput Illumina Solexa system. A selected number of strawberry fruit miRNAs were then validated by quantitative RT-PCR. Based on these identified miRNAs, we predicted their potential targets by degradome sequencing and analyzed the senescence mechanism for the first time in strawberry fruit.

## Results

### Analysis of small RNA library data sets

For identification of miRNAs and other endogenous small RNAs involved in senescence of non-respiration climacteric fruit, two independent small RNA libraries from strawberry fruits stored for 0 and 24 h were generated and sequenced by high-throughput Illumina Solexa system. These two small RNA libraries yielded a total of 19,440,558 and 20,983,425 raw reads, respectively (Table 1). 

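The small RNAs of fruit of the cultivar Zhangji were sequenced after storage at 20 °C and about 85% relative humidity, with 1 library from fruit stored for 0 h and 1 from fruit stored for 24 h. There are no replicates, so no test across samples was possible, and the intervals given with the data are exact counting intervals at the 95% level (Poisson for a count, Clopper-Pearson for a share, conditional binomial for a fold). They cover counting error only and not the variation between fruits or between libraries. The authors filtered the reads with ACGT101-miR 4.2, removed sequences of mRNA, Rfam and repeats, kept lengths of 15 to 32 nt and mapped them to the known miRNAs of miRBase 19 and to the Fragaria vesca genome. Their table gives, for each mature miRNA, the raw reads and the reads after the authors' normalization. The formula of the normalization is not given in the sources used here. Its values equal the raw reads times 0.917 at 0 h and 0.846 at 24 h, to within 1 read for 1308 of 1310 miRNAs in each library. The listed miRNAs hold 3006293 raw reads at 0 h and 2998588 at 24 h. These are 16.0% and 14.8% of the mappable reads that the paper's Table 1 gives, 18759735 and 20293492. A miRNA with several precursors is repeated in the table and was counted once here, by its name. Folds were computed from the authors' normalized reads as 24 h over 0 h, for miRNAs with at least 10 raw reads in at least 1 library, and a value of 0 was replaced by 3 raw reads on the same scale.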

After filtering out the adapter sequences as well as sequences with low quality or low-copy, and further removing mRNA, rRNAs, tRNAs, snRNAs, and snoRNAs, a total of 18,759,735 and 20,293,492 mappable small RNA sequences were obtained, respectively (Table 1). The cloning frequency of different sized small RNAs (15–32 nt) was similar between the two libraries. In both libraries, the majority of the sRNAs were 20–24 nt in size, two major peaks at 21 nt and 24 nt were observed (Fig. 1).

**Figure 1:**
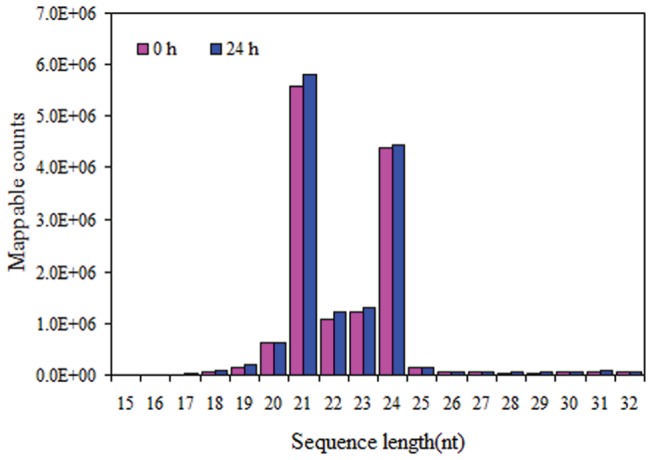
Length distribution of mappable counts of sequ-seqs type in two libraries of strawberry fruit.

**Table 1:** Distribution of the small RNA sequences in the two libraries.

	0 h stored fruit		24 h stored fruit	
RNA class	counts	percentage of total	counts	percentage of total
Raw reads	19440588	100%	20983425	100%
Number of reads removed due to 3ADT^a^ not found	33994	0.17%	38677	0.18%
Number of reads removed due to <15 bases after 3ADT cut	57985	0.30%	59400	0.28%
Junk reads	56288	0.29%	58202	0.28%
Number of mappable reads	18759735	96.5%	20293492	96.71%
mRNA^b^	2172202	11.17%	2385965	11.37%
Rfam^c^	3959416	20.37%	4499476	21.44%
Repeats^d^	12538	0.06%	18274	0.09%
Rfam types				
rRNA(45.7%)	1277713	6.57%	1261461	6.01%
tRNA(25.4%)	822581	4.23%	1032868	4.92%
snoRNA(6.2%)	10673	0.05%	13831	0.07%
snRNA(2.4%)	25180	0.13%	34069	0.16%
others(20.2%)	3033413	15.6%	3682276	17.55%

a, 3ADT is the 3′ adaptor.

b: The *Fragaria ananassa* mRNA were downloaded from http://www.rosaceae.org/projects/strawberry genome/v1.0/genes/fvesca v1.0 genemark hybrid.fna.gz.

c: Rfam(V 10.0) were downloaded from ftp://ftp.sanger.ac.uk/pub/databases/Rfam/9.1/.

d: Repeat-repbase (V13.12)were downloaded from http://www.girinst.org/repbase/update/index.html.

### Identification of known miRNAs in strawberry fruit

To identify miRNAs involved in senescence in strawberry fruit, all the mappable sRNAs were mapped to the known plant miRNAs in miRbase (19.0) database. 

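Known miRNAs made up most of the miRNA reads of the fruit, although they were few beside the new candidates. They held 85.6% of the listed raw reads at 0 h and 81.2% at 24 h. In the table, 85 names, with 84 distinct mature sequences, belong to miRNAs known from other plants. These names come from 71 precursors. The median known miRNA had 214 raw reads over both libraries, against 48 for a new candidate. The most abundant 10 miRNAs, known and new together, held 90.6% of all listed reads, so the profile of the fruit rests on a few sequences of miR156, miR164, miR166, miR167 and miR168 and on 2 new candidates.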

A total of 88 known unique mature miRNAs corresponding to 71 pre-miRNAs with high sequence similarity to the known plant miRNAs were identified (Table S1 and Table S2). Most of these known mature miRNAs were 21 nt in length with the remainder being 20 nt or 22 nt long (Table S1 and Table S2), which is similar to the characteristic of miRNAs from other plant species, suggesting that most of the strawberry fruit known miRNAs are processed by DCL 1 [22]. In these identified known miRNAs, there are 72 known mature miRNAs with 60 novel pre-miRNAs were discovered, among them we found 18 pairs of 5p and 3p miRNAs. These pre-miRNAs cannot be mapped to *Fragaria vesca* genome, but the mature miRNAs can be mapped to the *Fragaria vesca* genome and the extended sequences at the mapped positions of the genome can potentially form hairpins (Table S1). Moreover, 16 mature miRNAs corresponding to 11 reported pre-miRNAs originating from other plant were identified, which can be mapped to *Fragaria vesca* genome. Among them, eight 5p or 3p new mature miRNAs corresponding to reported pre-miRNA in miRbase (19.0) were first time detected in this experiment (Table S2). 

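The known miRNAs of the fruit were mainly 21 nt long. Of the 85 names, 66 had this length, which is 77.6% (95% interval 67.3 to 86.0%). A further 9 were of 20 nt, among them mdm-miR156b, and 9 of 22 nt, among them gso-miR2109_R+1_1ss14GA. Only ptc-miR169t_L+1R+1_1ss8AG had 23 nt. Weighted by raw reads, the 21 nt class held 78.1% of the known miRNA reads and the 20 nt class 20.4%.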

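For many known miRNAs both arms of the hairpin were present in the fruit, the guide and its partner strand. The group whose miRBase precursors do not map to the genome holds 68 names on 60 precursors, and 20 of these precursors carry 2 names. One of them carries miR168, which targets the Argonaute mRNA of the silencing machinery in other plants: the 5p arm mdm-miR168b had 36235 raw reads at 0 h and 58778 at 24 h, and the 3p arm ptc-miR168b-3p had 1051 and 1517. In the paper's Table S1 both lie on scaffold scf0513122, minus strand, from 170051 to 170311. The 2 arms of another hairpin, mdm-miR395i_R+1 and cme-MIR395a-p5_1ss11GT (scaffold scf0513158, minus strand, from 3272626 to 3272886), both had more reads at 24 h.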

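Reported precursors that map to the Fragaria vesca genome carried some of the most abundant miRNAs of the fruit. This group has 17 names on 11 precursors, and 6 of the precursors carry 2 names. The miR160 precursor on scaffold scf0513173 (minus strand, from 1649184 to 1649269 in the paper's Table S2) gave mdm-miR160a and its partner strand mdm-MIR160a-p3_1ss7AG, and the partner was past the 2-fold threshold, with 34 normalized reads at 0 h and 78 at 24 h (fold 2.29, 95% counting interval 1.55 to 3.46). From 1 precursor on scaffold scf0510280 (plus strand, from 963 to 1047) came both miR2911 names. They had more reads at 24 h, by 1.79-fold for han-MIR2911-p5_1ss20TA (1.72 to 1.85) and by 1.58-fold for peu-MIR2911-p3_1ss4AG (1.55 to 1.61). In other plants, sequences of miR2911 are derived from ribosomal RNA.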

Base on the sequence similarity, these identified 88 known miRNAs could be grouped into 31 miRNA families. Most of these identified miRNA families such as miR156, miR160, miR164 miR166, miR167, miR168, miR169, miR172, miR390, miR395 and miR399 are highly conserved in a variety of plant species (Table S1). In addition, several known but non-conserved miRNA (miR397, miR535, miR828, miR477, miR479, miR3267 and miR7125) that have previously been identified only from a few plant species were also found in our dataset.

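Conserved families differed in opposite directions between the storage times. The miR156 family, which targets SPL transcription factors, had lower values at 24 h in all 11 of its names and 0.767 times the summed reads of 0 h (95% counting interval 0.765 to 0.768). The names include partner strands, and some intervals, such as that of rco-MIR156j-p3 (0.277 to 2.01), include equal values. The miR166 family, which targets HD-ZIP III transcription factors, had higher values in all 4 names and a fold of 1.24 (1.236 to 1.246). The sulfate-responsive family miR395 was past the 2-fold threshold in all 3 names, though cme-MIR395a-p5_1ss11GT loses the call with a pseudocount of 1. Its fold was 2.87 (2.52 to 3.28), and miR390 was lower at 0.630 (0.515 to 0.770). For miR399 the fold was 1.02 (0.853 to 1.23), a difference not detectable at this depth. The directions of miR156, miR166, miR395 and miR390 hold under every scaling tried. Their log2 folds are larger in size than 0.119, the most by which the factors tried differ from the authors', so this outcome was fixed beforehand. The directions of miR169, miR172 and miR1511 flip without scaling and when scaled by the total of listed miRNAs. Of the 31 families, miR156 alone took 63.7% of the listed reads at 0 h and 53.0% at 24 h, and miR166 took 13.6% and 18.3%.
The lists of families were fixed before the deposited data were examined, though the paper's tables of the same measures may have been read. Regulators of developmental transcription factors had 36 measured names, 12 higher and 23 lower, with a median log2 fold of -0.13. This median stood at percentile 4.92 among 10000 random lists of like expression, and with no scaling 16 names were higher and 18 lower. Of the lower names, 11 are of miR156, among them partner strands and near-identical sequences. These names are not independent, which the percentile does not allow for. With reads summed per family, the median of this list was -0.16. Regulators of nutrient homeostasis had 19 names, 10 higher and 8 lower, a median of 0.05 and percentile 68.5, and 13 were higher and 4 lower with no scaling. The 3 names of miR162 and miR168, families that regulate the small RNA machinery, had point values above those of 0 h, with a median of 0.42 and percentile 90.9. The interval of the fold of rco-miR162, 0.936 to 1.43, includes equal values. The median is the value of ptc-miR168b-3p, the 3p arm of the mdm-miR168b hairpin. For the 2 names of the families derived from rRNA in other plants, the median was 0.75, at percentile 92.4.

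**Figure D1:**
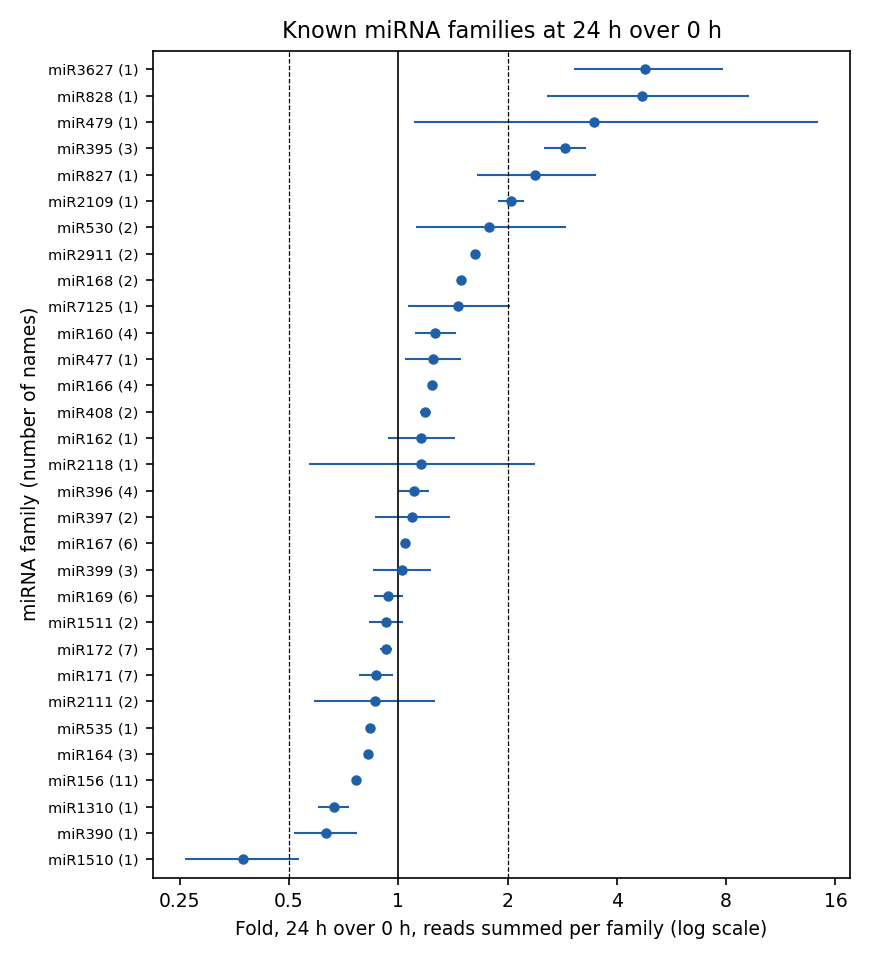
Fold of the summed raw reads of each known miRNA family, 24 h over 0 h on the scale of the authors' normalization (log axis), with the number of names in brackets and 95% counting intervals as bars. The solid line marks 1 and the dashed lines mark 2-fold in either direction. Families miR3627, miR828, miR479, miR395, miR827 and miR2109 lie above 2-fold and miR1510 lies below, and the directions of miR169, miR172 and miR1511 flip without scaling and when scaled by the total of listed miRNAs.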

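The less conserved families miR397, miR477, miR479, miR828 and miR7125 had few reads beside miR535. In the table, miR3627 and miR828 had higher values at 24 h, past the 2-fold threshold. The miR828 family regulates MYB genes of phenylpropanoid synthesis, but its only listed name is of the 3p arm, and no 5p name was measured. The sequence vvi-miR3627-5p_L-1_1ss16CT had 21 normalized reads at 0 h and 101 at 24 h (fold 4.81, 95% counting interval 3.04 to 7.82), and aly-miR828-3p_R-1_1ss5GA had 12 and 55 (fold 4.58, 2.56 to 9.26). The log2 fold of the latter, 2.20, is also the value of the list of MYB regulators and stands at percentile 99.5 of the random lists. That list has 1 measured name, this 3p strand, so its value does not describe a 5p strand. With 4 raw reads at 0 h and 15 at 24 h, csi-miR479_1ss12TG had a fold of 3.25 (1.10 to 14.3). In the paper's Table S1 it shares its precursor (scaffold scf0513190, plus strand, from 976551 to 976811) with csi-miR171b_1ss10TC. That miR171 name had 21 raw reads in each library. Summed reads of miR477 were 1.24 times those of 0 h (1.04 to 1.48), those of miR7125 were 1.46 times (1.06 to 2.03) and those of miR397 were 1.09 times (0.860 to 1.39).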

### Identification of novel miRNAs in strawberry fruit

Confident annotation of novel species-specific miRNAs requires *dcl1* or *dcl4* knockout mutants [23], [24]. In the absence of these mutants, the ability of the miRNA flanking sequences to fold-back into a stable hairpin structure is an important criterion for the annotation of new miRNAs [25]. By mapping all unique sRNA sequences to the strawberry genome and predicting the secondary structures of the candidate miRNA precursors, 1157 pre-miRNAs corresponding to 1224 unique mature new candidate miRNAs were first reported in this experiment, of which most were 24 nt in length. These 24 nt length miRNAs were likely to be dependent on DCL3 and the hierarchical action of other DCLs according to the evolution of miRNAs [26]. Among them we found 177 pairs of 5p and 3p new candidate miRNAs. Most of these newly identified miRNAs contained 21–24 nt, and 623 miRNA began with a 5′ uridine (Table S3). 

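Most new candidate miRNAs of the fruit were 24 nt long, the length of DCL3 products in plants, but few reads belonged to them. Of 1225 candidate names on 1157 precursors, 862 had 24 nt, which is 70.4% (95% interval 67.7 to 72.9%), and 13.7% had 21 nt. By raw reads the order turned: the 21 nt candidates held 79.7% of the candidate reads and the 24 nt candidates 11.2%. The 21 nt candidate PC-3p-4_731579 (TTTGAAGTGGGATTTGGCGAA) alone had 237203 raw reads at 0 h and 332497 at 24 h. It lies on scaffold scf0513142, plus strand, from 55703 to 55963 in the paper's Table S3, near the abundant candidates PC-3p-24_126989 (from 52384 to 52644) and PC-3p-28_119226 (from 50254 to 50514) of the same strand. PC-3p-391_7887, a candidate of 24 nt in Table 2 of the paper, had 10231 and 13828 raw reads. From the length of most candidates, the paper proposes a dependence on DCL3.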

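Both arms were also found for a part of the new candidate hairpins. Of the candidate precursors, 177 carry 2 names. One example lies on scaffold scf0513102, plus strand, from 292095 to 292356 in the paper's Table S3, and gave PC-5p-15285_237, with 239 normalized reads at 0 h and 359 at 24 h, and PC-3p-2161_1479, with 679 and 1119. A further pair, PC-5p-26900_134 and PC-3p-1366_2253 (scaffold scf0512967, plus strand, from 21910 to 22170), had lower values at 24 h in both arms, by log2 folds of -0.79 and -0.51.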

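New candidates of 21 and 22 nt began mostly with uridine, and those of 24 nt mostly with adenine, the first base preferred by Argonaute proteins of siRNA pathways in plants. Of all candidates, 1209 (98.7%) had 21 to 24 nt. Over all lengths, uridine stood first in 353 of the 1225 candidates, which is 28.8% (95% interval 26.3 to 31.4%), and an adenine in 604 (49.3%, 46.5 to 52.1%). Among the 21 nt candidates 51.8% (44.0 to 59.5%) began with uridine, and among those of 22 nt 53.4% (39.9 to 66.7%). In the 24 nt class the share of uridine was 20.4% (17.8 to 23.3%) and that of adenine 59.9% (56.5 to 63.2%). First bases were read from the mature sequences as listed, with 1 count per name.

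**Figure D2:**
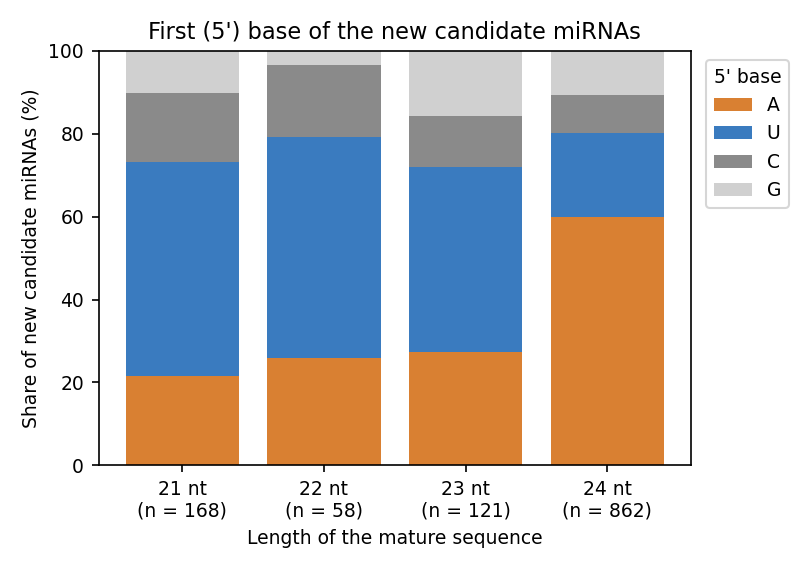
Share of new candidate miRNAs (vertical axis, %) by the first base of the mature sequence, for lengths of 21, 22, 23 and 24 nt (horizontal axis), with the number of candidates (n) under each bar. Adenine takes 21.4% of the 21 nt candidates and 59.9% of the 24 nt candidates.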

The minimum free energy (MFE) of these predicted pre-miRNAs ranged from −14.7 kcal mol^−1^ to −212.9 kcal mol^−1^ with an average of −77.23 kcal mol^−1^, which was similar to the −76.8 kcal mol^−1^ in *Arabidopsis thaliana*, −72.4 kcal mol^−1^ in wheat and −71.0 kcal mol^−1^ in rice, and was much lower than that of tRNA and rRNA [27]. The minimal free energy index (MFEI) ranged from 0.5 to 2.2 with an average of 1.14 (Table S3), which is obviously higher than other types of RNAs such as tRNAs (0.64), rRNAs (0.59) and mRNAs (0.62–0.66) [28]. These characteristic meet the requirements to maintain the stability of hairpin structure of miRNAs.

### Expression profiling of miRNAs in response to senescence

To identify miRNAs involved in senescence in strawberry fruit, the differential expression of miRNAs in the two libraries was analyzed and compared using the counts of reads generated from the high-throughput sequencing. Considering the extremely low abundances might lead to false results, the known and new candidate miRNAs with less than 10 raw reads in the two libraries were removed from the expression analysis. The expression of miRNAs with log_2_ fold changes higher than 1 was designated as up-regulated, and less than -1 was designated as down-regulated. As showed in Table S5, 158 miRNAs were differentially expressed between the two libraries. Among them, 94 miRNAs were up-regulated and 64 were down-regulated. 

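Past the 2-fold threshold, 78 miRNAs were higher and 46 lower at 24 h, of 1248 with enough reads. Among the higher ones were 10 known miRNAs, of the families miR160, miR395, miR479, miR530, miR827, miR828, miR2109 and miR3627, and 68 new candidates. Among the lower ones were 4 known miRNAs, of miR167, miR396 and miR1510, and 42 new candidates. Of the 124 in all, 21 had at least 50 raw reads in a library, 14 higher and 7 lower. A 95% counting interval wholly beyond 2-fold was reached by 9 of the higher miRNAs and by 0 of the lower ones. The median log2 fold of the 1248 was 0 on the scale of the authors' normalization. With no scaling the split was 96 higher and 35 lower, and when scaled by the total of listed miRNAs it was 109 and 35.

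**Figure D3:**
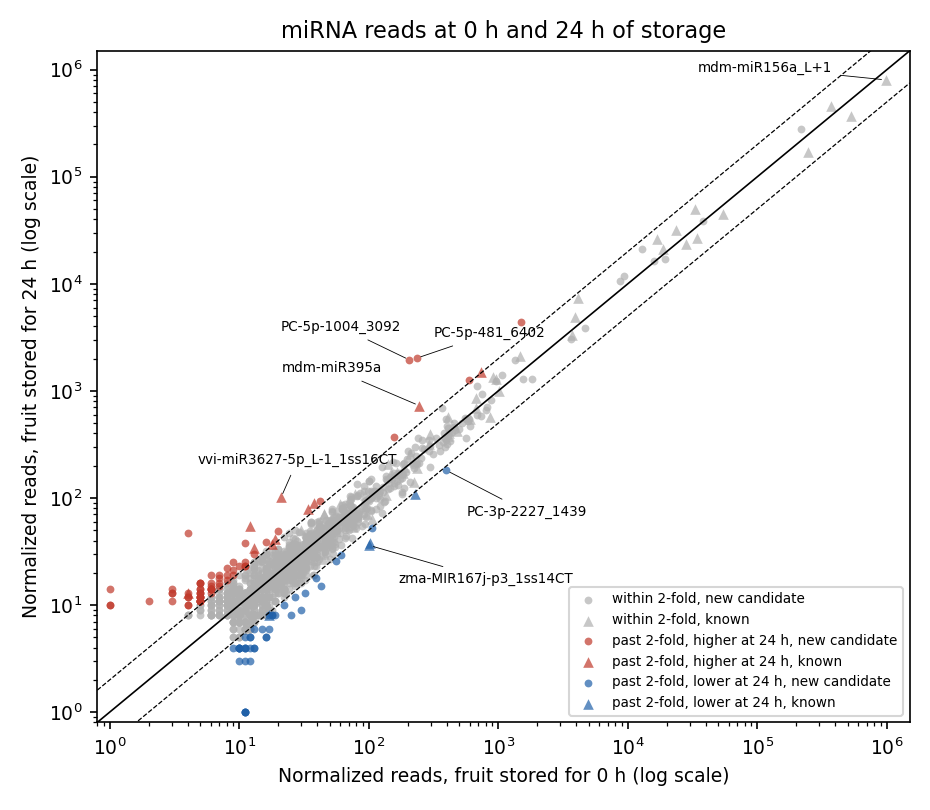
Normalized reads of each miRNA at 24 h (vertical log axis) against 0 h (horizontal log axis), 1 point per miRNA with at least 10 raw reads in at least 1 library and more than 0 in both. Circles are new candidates, triangles known miRNAs, the solid line marks equal values and the dashed lines 2-fold, and 2 new candidates, PC-5p-1004_3092 and PC-5p-481_6402, stand far above the upper line.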

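The new candidates with the lowest folds had few reads, and 1 of them belongs with miR156 by its sequence. PC-5p-280652_13 (TTGACGGAAGAGAGCGAGCAT) lies on the precursor of sbi-miR156e_L+1_1ss6AG, on scaffold scf0513091, minus strand, from 124124 to 124384 in the paper's tables. It had 12 raw reads at 0 h and 2 at 24 h, a ratio of the authors' whole-number normalized reads of 0.0909 with a counting interval of 0.0167 to 0.691. From its raw reads and the library factors the ratio is 0.154. The candidates PC-3p-778131_5, PC-3p-1510675_3 and PC-5p-833862_5, each of 24 nt, had 12 raw reads at 0 h and 1 at 24 h and the same ratio of normalized reads, with an interval of 0.00180 to 0.520, and 0.0769 from their raw reads. All 4 upper bounds lie within 2-fold.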

PC-3p-778131_5, PC-3p-1510675_3, PC-5p-280652_13 and PC-5p-833862_5 had the highest down-regulated fold change. PC-3p-217649_17 had the highest up-regulated fold change in the two libraries. Moreover, some miRNAs both have higher expression and fold changes, such as PC-5p-410_7468, PC-5p-481_6402, PC-5p-1004_3092, gso-miR2109_R+1_1ss14GA, PC-5p-931_3343, mdm-miR395a and PC-3p-8342_429mdm-miR394a were up-regulated, and PC-3p-2227_1439 and gma-miR396a-3p_L+1 were down-regulated (Table 2). 

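At 0 h, PC-3p-217649_17 was not detected. This 21 nt candidate (CGACATTATTTCGTCGGCTAA) had 0 raw reads at 0 h and 16 at 24 h, which is at least 5.09-fold higher against a floor of 3 raw reads, while the 95% counting interval of the fold starts at 3.56. It was the only miRNA past the filter with 0 reads in a library, and the size of its fold was not detectable at this depth. Among candidates with few reads at 0 h, PC-5p-154267_23 had 1 and 16 raw reads (fold 14.0, 95% counting interval 2.29 to 619), and PC-3p-236712_15 had 4 and 56 (fold 11.8, 4.78 to 49.1). Both were chosen for mention after their values were seen.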

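Among miRNAs with at least 100 raw reads in a library, 2 new candidates close to miR3627 in sequence had the highest folds at 24 h. PC-5p-1004_3092 (TGTCGCAGTAGAGATGGCACG) was 9.43-fold higher at 24 h (95% counting interval 8.21 to 10.9) and PC-5p-481_6402 (TATGTCGCAGGAGAGATGGTAC) was 8.60-fold higher (7.54 to 9.80). The fold of mdm-miR395a, which targets sulfate assimilation genes in other plants, was 2.97 (2.58 to 3.41), and that of PC-5p-410_7468 was 2.92 (2.76 to 3.09). The fold of gso-miR2109_R+1_1ss14GA, of a family that targets NBS-LRR disease resistance genes, was 2.04 (1.88 to 2.22) and that of PC-3p-8342_429 was 2.35 (1.97 to 2.83). The paper's tables place both on the plus strand of scaffold scf0513034, from 74841 to 75102 and from 74900 to 75160. For PC-5p-931_3343 the fold was 2.15 (1.96 to 2.36).
On the lower side, PC-3p-2227_1439 (TGCTCACTCTTCTTCTGTCAGC) had 0.457 times its value of 0 h (0.386 to 0.540). It matches the miR156 partner strand osa-miR156h-3p_2ss9CT14T- over 21 nt with 1 mismatch, and that strand had 0.614 times its value of 0 h (0.381 to 0.983). The partner strand of miR396, gma-miR396a-3p_L+1, stood at 0.482 (0.387 to 0.599), and with no scaling or when scaled by the total of listed miRNAs it is within 2-fold. The list of disease resistance gene regulators, with 3 names of miR2109, miR2118 and miR1510, had 2 higher and 1 lower and a median log2 fold of 0.18, at percentile 75.0 of the random lists. The median turns to -0.20 with at least 50 raw reads in at least 1 library.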

There were also most miRNAs with high expression but low log_2_ fold changes, such as mdm-miR156a_L+1, mdm-miR166e, mdm-miR156b, PC-3p-4_731579, ptc-miR156j_1ss15AT, mdm-miR168b, mdm-miR164e, etc. 

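Among the most abundant miRNAs, miR156 sequences had lower values at 24 h and miR166 and miR168 higher ones, each within 2-fold. Lower at 24 h were mdm-miR156a_L+1 at 0.820 (95% counting interval 0.818 to 0.823), mdm-miR156b at 0.703 (0.700 to 0.706) and ptc-miR156j_1ss15AT at 0.691 (0.687 to 0.695). Higher were mdm-miR166e at 1.24 (1.235 to 1.245), PC-3p-4_731579 at 1.29 (1.287 to 1.301) and mdm-miR168b, with an interval of 1.48 to 1.52. For PC-3p-24_126989 the interval was 0.994 to 1.02, so a difference was not detectable at this depth. At such depth the intervals are narrow, and they do not include the variation between libraries. Of the known miRNAs as a class, 71 of 85 were within 2-fold, with 43 above and 39 below equal values. This split depends on the scaling: 9 of the named ones below turned above when scaled by the total of listed miRNAs.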

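The miR156 family, known for its part in the change from juvenile to adult growth, dominated both libraries. The sequence mdm-miR156a_L+1 (TTGACAGAAGAGAGTGAGCAC) had 1066002 raw reads at 0 h, 35.5% of all listed miRNA reads, and 947170 at 24 h, 31.6%. Counting intervals of these shares are within 0.1 percentage points of each value. The next 2 by raw reads were mdm-miR166e, with 13.4% at 0 h and 18.1% at 24 h, and mdm-miR156b, with 19.2% and 14.7%. In the paper's tables mdm-miR156a_L+1 has precursors on scaffold scf0513058, plus strand, from 367216 to 367476 and from 367748 to 368008, and on scaffold scf0513151, plus strand, from 192158 to 192418.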

And among them, mdm-miR156a_L+1 had the highest reads abundant (Table 2). To validate the sequencing results and the expression level of miRNAs that involved in fruit senescence, four new candidate miRNAs and five known miRNAs displaying differential expression pattern in strawberry fruits stored for 0 and 24 h from the high-throughput sequencing were selected for qRT-PCR analysis. 

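In the sequencing data, the miRNAs chosen for qRT-PCR include both directions. The phosphate-related csi-miR827 had 38 normalized reads at 0 h and 90 at 24 h (fold 2.37, 95% counting interval 1.65 to 3.51), on scaffold scf0513151, minus strand, from 657968 to 658228 in the paper's Table S1. The partner strand zma-MIR167j-p3_1ss14CT had 101 and 36 (fold 0.356, 0.248 to 0.518). It shares its precursor on scaffold scf0513093, plus strand, from 477163 to 477424, with mdm-miR167b_R+1_1ss21AC. Another miRNA with fewer reads at 24 h was mtr-MIR1510a-p3_1ss5AT, with 102 and 38 normalized reads (fold 0.373, 0.259 to 0.534). These directions are those of the deposited reads. The left bars of Fig. 2 that are long enough to read have the storage times the other way round. PC-5p-306063_12 and the qRT-PCR values are not analysed here.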

Although some of them were identified in low read number by Solexa sequencing, such as PC-5p-306063_12 and zma-MIR167j-p3_1ss14CT, all of them were detected by qRT-PCR and they were quite consistent with the results from sequencing data. Moreover, the high abundance miRNAs, such as PC-3p-2227_1439, PC-5p-481_6402, PC-5p-1004_3092, mdm-miR359a, mdm-miR160a and csi-miR827, were also quite consistent with the results from sequencing data (Fig. 2).

**Figure 2:**
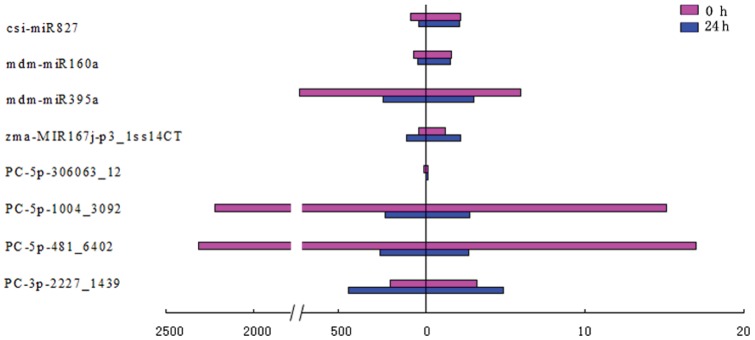
Expression analysis of miRNAs in strawberry fruit stored at 20°C for 0 and 24 h by qRT-PCR. The amount of expression was normalized by the level of *actin 7* in qRT-PCR. All reactions of qRT-PCR were repeated three times for each sample. Left indicates the miRNA relative expression generated from the high-throughput sequencing; Right indicates the miRNA relative expression tested by qRT-PCR.

**Table 2:** Differentially-expressed miRNAs in strawberry fruit stored at 20°C for 0 and 24 h. (More abundant were shown in Table S9).

miR_name	miR_seq	raw_0 h	raw_24 h	norm_0 h	norm_24 h	log2(24 h/0 h)
PC-5p-410_7468	AGGCTTTGTAGAGGATGGAAT	1626	5149	1490	4357	1.548023
PC-5p-481_6402	TATGTCGCAGGAGAGATGGTAC	257	2389	235	2021	3.104337
PC-5p-1004_3092	TGTCGCAGTAGAGATGGCACG	225	2296	206	1943	3.23757
gso-miR2109_R+1_1ss14GA	TGCGAGTGTCTTCACCTCTGAA	804	1779	737	1505	1.030027
PC-5p-931_3343	TTACCCTTGCAATATCCGTTG	648	1507	594	1275	1.101962
mdm-miR395a	CTGAAGTGTTTGGGGGAACTC	268	859	245	727	1.569174
PC-3p-8342_429	CAGGGCGAATACACTCTCAGA	170	434	156	367	1.234234
PC-3p-2227_1439	TGCTCACTCTTCTTCTGTCAGC	432	214	396	181	−1.12951
gma-miR396a-3p_L+1	GTTCAATAAAGCTGTGGGAAG	247	129	226	109	−1.05199
mdm-miR156a_L+1	TTGACAGAAGAGAGTGAGCAC	1066002	947170	977085	801495	−0.28579
mdm-miR166e	TCGGACCAGGCTTCATTCCCC	404322	542884	370597	459388	0.309862
mdm-miR156b	TGACAGAAGAGAGTGAGCAC	578015	440209	529802	372505	−0.50819
PC-3p-4_731579	TTTGAAGTGGGATTTGGCGAA	237203	332497	217417	281359	0.371947
ptc-miR156j_1ss15AT	TTGACAGAAGATAGTGAGCAC	268627	200977	246220	170067	−0.53384
mdm-miR168b	TCGCTTGGTGCAGGTCGGGAA	36235	58778	33213	49738	0.5826
mdm-miR164e	TGGAGAAGCAGGGCACGTGCA	58872	52595	53961	44505	−0.27795
mdm-miR167g_1ss21AG	TGAAGCTGCCAGCATGATCTG	25764	37618	23615	31832	0.430774
mdm-miR167b_R+1_1ss21AC	TGAAGCTGCCAGCATGATCTCA	37021	31362	33933	26538	−0.35463
peu-MIR2911-p3_1ss4AG	GGCGAGAGCGGGTCGTCGCGT	18189	31186	16672	26390	0.662564
mdm-miR535d_1ss7CT	TGACGATGAGAGAGAGCACGC	30627	27761	28072	23491	−0.25702
PC-3p-132_23619	TCTATTCAAAGAGATGACTGTT	14006	24715	12838	20914	0.704049
PC-3p-28_119226	TGAATTGGGATTTGGCGAATT	20969	20070	19220	16983	−0.17852
PC-3p-391_7887	CGGGCTTGGCAGAATCAGCGGGGA	10231	13828	9377	11701	0.319433
PC-3p-82_35024	CAGGTTGTGAAGGTACTAGCAT	9563	12665	8765	10717	0.290075
han-MIR2911-p5_1ss20TA	CGAACCCGTCGGCTGTCGGAG	4479	8674	4105	7340	0.838398
mdm-miR408b_L-1R+1_1ss8AC	CAGGGACGAGGTAGAGCATGG	4255	5727	3900	4846	0.31332
PC-5p-224_13566	TATTGGCAGACTTGAAGCATT	5091	4598	4666	3891	−0.26205
mdm-miR172g_R+1	AGAATCTTGATGATGCTGCAT	4059	3965	3720	3355	−0.14899
PC-5p-437_6958	AGTGGTATCAGGGCTATGTTA	3997	3570	3664	3021	−0.27839
mdm-miR166a_R+1	TCGGACCAGGCTTCATTCCCCC	1605	2507	1471	2121	0.527947
PC-5p-1433_2156	TTACCTGTAGAAGCGGGAGTGC	1463	2318	1341	1961	0.54828
PC-5p-395_7852	TGTAGAGCCAATGGCTGATCC	1174	1669	1076	1412	0.392062
mdm-miR166b_1ss1TG	GCGGACCAGGCTTCATTCCCC	991	1607	908	1359	0.581781
PC-5p-687_4397	AGTGGAGTTCTGGGAAAGAAG	1696	1537	1554	1300	−0.25747
ptc-miR168b-3p	CCCGCCTTGCATCAACTGAAT	1051	1517	963	1284	0.415037
PC-3p-1366_2253	ATTGGAAAGGTGAGAAGTTGG	1989	1516	1823	1283	−0.50679
PC-5p-2061_1544	GGGTATAGGTGGGTAGGATAG	1038	1452	951	1229	0.369968
PC-3p-2161_1479	CTCTCTCTCGAAAGGACCTCGG	741	1322	679	1119	0.720727

### Targets identification for miRNAs by degradome analysis

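Degradome sequencing reads the 5′ ends of cut mRNAs, so that a peak of reads at a position paired with a miRNA marks a possible cleavage site. The authors made 1 degradome library from a mixture of fruit stored for 0 h and 24 h, so the data hold no difference between storage times and there are no replicates. They mapped the reads to the gene set of the Fragaria vesca genome 1.0 and called sites with CleaveLand 3.0 and ACGT301-DGE 1.0. Their table has 152 pairs of a miRNA and a target, each with the alignment score, the cleavage site in nt from the start of the transcript, a category from 0 to 4, a P from the authors' binomial model and the reads at the site. Reads can be fractions, which the column's name relates to tags with several places. The sum over the listed target sites is 646 reads. The calls were used as listed, with each target gene counted once at its lowest category. No P was computed here, and the depth of the library is known only from the paper's text.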

To further understand the biological function of these identified miRNAs on fruit senescence, the high-throughput degradome sequencing approach was adopted to perform a genome-wide analysis of the mRNAs potentially cleaved by the miRNAs. In total, 8,232,621 raw reads from the strawberry fruits libraries (mixture of strawberry fruit stored for 0 and 24 h) were obtained. After removing the reads without the CAGCAG adaptor, 2,921,958 unique raw reads were mapped to the genome database (http://www.rosaceae.org/projects/strawberry_genome/v1.0/genes/fvesca_v1.0_ genemark_hybrid. fna.gz.). The CleaveLand 3.0 was adopted to identify the sliced targets for the known miRNAs and novel miRNA candidates. As shown in Table S6, the cleavage signature for most of the miRNAs were not detectd in this degradome library, only a total of 103 targets potentially cleaved by 19 known miRNAs families and 55 new candidate miRNAs were identified. 

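Known miRNAs with a detected target include the main regulators of plant development. The table lists 103 target genes, 56 for known miRNAs and 50 for new candidates, with 3 genes in both groups. A target was listed for 38 known miRNAs of 19 families and for 37 new candidates, where the paper's text gives 55. The families with most targets were miR172 (9 genes, 3 in category 0), miR396 (7 genes, 1 in category 0), miR156 (5 genes, 1 in category 0) and miR160 (5 genes, 5 in category 0). These counts include partner strands. For miR172 they hold the genes of the 5p strand sbi-MIR172a-p5_1ss12AC, all in category 2 or 4. They also hold gene25018-v1.0-hybrid, in category 0 for the 5p strand ptc-miR172h-5p_2ss7CT9AT, which had 12 raw reads at 0 h and 13 at 24 h. By reads at the site, miR164 led with 110 reads at gene00971-v1.0-hybrid. The authors' P was under 0.05 for 31 targets, of which 26 belong to known miRNAs and 6 to new candidates, with 1 gene in both groups. At the sites of 50 targets there was 1 read or less, which limits these calls. The paper states that for most miRNAs no cleavage signature was detected in this library.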

Based on the ‘height’ of the degradome peak at each occupied transcript position, these cleaved targets were classified into categories 0, 1, 2, 3 and 4 (Fig. 3), respectively. Category ‘0’ is defined as >1 raw read at the position, abundance at position is equal to the maximum on the transcript, and there is only one maximum on the transcript. Category ‘1’ is defined as >1 raw read at the position, abundance at position is equal to the maximum on the transcript, and there is more than one maximum position on the transcript. Category ‘2’ is defined as >1 raw read at the position, abundance at position is less than the maximum but higher than the median for the transcript. Category ‘3’ is defined as >1 raw read at the position, abundance at position is equal to or less than the median for the transcript. Category ‘4’ is defined as only 1 raw read at the position. Among these identified targets, 30 belonged to category 0, one belonged to category 1, 26 belonged to category 2, 1 belonged to category 3, and 49 belonged to category 4, respectively (Table S6).

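The clearest cleavage peaks belonged to known miRNAs. Category 0 held 30 target genes, 25 of them for known miRNAs and 6 for new candidates, with 1 gene in both groups. Auxin response factors, NAC regulators, an AP2-related gene (gene25394-v1.0-hybrid, 9 reads, for miR172) and growth-regulating factor 5 (gene13517-v1.0-hybrid, 6 reads, for miR396) were in this category. Category 2 held 25 genes, category 4 held 46, and categories 1 and 3 held 1 each. As shares of the 103 targets, category 0 was 29.1% (95% Clopper-Pearson interval 20.6 to 38.9%) and category 4 was 44.7% (34.9 to 54.8%). The authors' P ran up to 0.0307 in category 0 and started at 0.180 in category 4. Counted as pairs of a miRNA and a target, category 0 held 48.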

**Figure 3:**
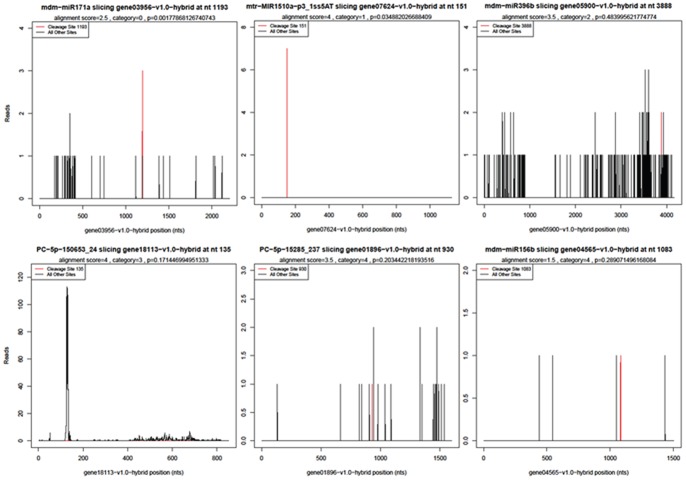
The T-plots of miRNA targets in the five different categories. T-plots show the distribution of the degradome tags along the full-length of the target mRNA sequence. The red line represents the sliced target transcripts. (A) Example of the category 0 target gene03956−v1.0−hybrid for mdm−miR171a. (B) Example of the category 1 target gene07624−v1.0−hybrid for mtr−MIR1510a−p3_1ss5AT. (C) Example of the category 2 target gene05900−v1.0−hybrid for mdm−miR396b. (D) Example of the category 3 target gene18113−v1.0−hybrid for PC−5p−150653_24. (E) Example of the category 4 target gene04565−v1.0−hybrid for mdm−miR156b and gene01896−v1.0−hybrid for PC−5p−15285_237. The categories were based on the relative abundance of the tags at the target sites.

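The example targets range from a few reads at the site to a fraction of 1 read. In category 0, gene03956-v1.0-hybrid (AT hook motif DNA-binding family protein) had 3 reads at site 1193 for mdm-miR171a, with a P of 0.00178 from the authors' model. For mtr-MIR1510a-p3_1ss5AT, gene07624-v1.0-hybrid had 7 reads at site 151 in category 1. The category 2 example gene05900-v1.0-hybrid (homeotic gene regulator) had 2 reads at site 3888 for mdm-miR396b, and the category 3 example gene18113-v1.0-hybrid (RING/U-box superfamily protein) had 0.5 reads at site 135 for PC-5p-150653_24. Both category 4 examples had 1 read, gene04565-v1.0-hybrid at site 1083 for mdm-miR156b and gene01896-v1.0-hybrid at site 930 for PC-5p-15285_237. At gene03956-v1.0-hybrid a further read at site 1196 was assigned to mdm-MIR171f-p3, in category 4.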

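Among the annotated targets are 3 genes of NAC regulators, 3 of auxin response factors, 3 of growth-regulating factors and 3 HD-ZIP genes with a START domain, the known target of miR166. In all, 54 of the 103 target genes carry an annotation in the authors' table, which is 52.4% (95% Clopper-Pearson interval 42.4 to 62.4%). The HD-ZIP genes gene21561-v1.0-hybrid, gene25646-v1.0-hybrid and gene08999-v1.0-hybrid had at most 4 reads at their sites.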

Based on the BLASTX analysis, 51.5% of the identified miRNA targets detectd in this degradome library were homologous to the genes that have already been found in *A. thaliana* and *Oryza sativa* (Table S6). Some of these genes have been found to be involved in plant senescence, such as auxin response factor, NAC domain transcriptional regulator superfamily protein, growth-regulating factor, alpha/beta-hydrolases superfamily protein, hydroxy methylglutaryl CoA reductase, Myb protein, Pectin lyase-like superfamily protein, Acyl-CoA N-acyltransferases (NAT) superfamily protein, glycosyl hydrolase and beta-galactosidase (Table 3). Moreover, target genes such as trehalose-phosphatase, ARM repeat superfamily protein, disease resistance protein, calmodulin-binding protein and ABA-induced PP2C gene were also identified in the degradome library, which have been reported to be involved in plant stress response.

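Of 3 growth-regulating factors, which promote cell division in growing organs, listed as targets of miR396, 1 had a category 0 peak. Growth-regulating factor 5 (gene13517-v1.0-hybrid) had its site at 344 in category 0, with a P of 0.0112 for mdm-miR396b, and growth-regulating factor 1 (gene12741-v1.0-hybrid) had 2 reads at site 563 in category 2, with a P of 0.479. Growth-regulating factor 2 (gene05636-v1.0-hybrid) had 1 read at site 728 in category 4, with a P of 0.838. In the small RNA libraries, mdm-miR396b had 297 normalized reads at 0 h and 394 at 24 h (fold 1.33, 95% counting interval 1.15 to 1.53), and mdm-miR396e had 141 and 206 (fold 1.46, 1.19 to 1.80). Neither was past the 2-fold threshold.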

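Of the targets tied to stress, the ARM repeat gene of miR172 and a disease resistance gene of miR2109 were in category 0. At gene23876-v1.0-hybrid (ARM repeat superfamily protein) there were 28 reads at site 1537, paired with 3 names of miR172, among them mdm-miR172l_1ss21GT with a P of 0.00391. For gso-miR2109_R+1_1ss14GA, gene20655-v1.0-hybrid (TIR-NBS-LRR class) had 2 reads at site 88, with a P of 0.0141, while gene34180-v1.0-hybrid of the same class had 1 read at site 103 in category 4, with a P of 0.897. The trehalose-phosphatase/synthase 7 gene (gene29717-v1.0-hybrid) had 2 reads in category 2 for aly-miR169k-3p_L+1, with a P of 0.479 from the authors' model, and ABA-induced PP2C gene 2 (gene26316-v1.0-hybrid) had 5 reads in category 2 for PC-5p-176409_20, with a P of 0.440.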

**Table 3:** Identified miRNA targets involved in fruit senescence by degradome sequencing. (More targets were shown in Table S10).

		Alignment	Alignment	Cleavage			Rep_Norm	
miR_name	Targets	score	range	site	Category	P-value	reads	Annotation
mdm-miR160a,e	gene16844-v1.0-hybrid	1	1956–1976	1967	0	4.62E-03	14	auxin response factor 16
	gene09733-v1.0-hybrid	0.5	1854–1874	1865	0	7.45E-03	28	auxin response factor 16
mdm-miR164d_ 1ss21AC	gene26043-v1.0-hybrid	2.5	650–670	661	0	1.78E-03	42	NAC domain containing protein 38
	gene00971-v1.0-hybrid	3	707–727	718	0	3.20E-03	110	NAC domain transcriptional regulator superfamily protein
	gene04424-v1.0-hybrid	3	653–673	664	0	3.20E-03	4	NAC domain containing protein 87
mdm-miR164e	gene26043-v1.0-hybrid	2.5	650–670	661	0	1.78E-03	42	NAC domain containing protein 38
	gene00971-v1.0-hybrid	3	707–727	718	0	3.20E-03	110	NAC domain transcriptional regulator superfamily protein
	gene04424-v1.0-hybrid	3	653–673	664	0	3.20E-03	4	NAC domain containing protein 87
ptc-miR164f_1ss21TA	gene00971-v1.0-hybrid	4	707–727	718	0	2.49E-03	110	NAC domain transcriptional regulator superfamily protein
	gene04424-v1.0-hybrid	2.5	653–673	664	0	1.78E-03	4	NAC domain containing protein 87
	gene26043-v1.0-hybrid	3.5	650–670	661	0	1.42E-03	42	NAC domain containing protein 38
mdm-miR167b_R+1_ 1ss21AC	gene30394-v1.0-hybrid	4	2606–2628	2618	0	1.25E-03	17	auxin response factor 8
aly-miR169k-3p_L+1	gene19751-v1.0-hybrid	4	366–385	376	4	8.33E-01	1	alpha/beta-Hydrolases superfamily protein
mdm-miR535d_1ss7CT	gene13004-v1.0-hybrid	4	1601–1620	1612	2	6.98E-02	4	hydroxy methylglutaryl CoA reductase 1
hbr-MIR2118-p3_ 1ss1GT	gene12626-v1.0-hybrid	3	1886–1907	1898	4	2.26E-01	1	beta-galactosidase 3
PC-3p-140510_25	gene23708-v1.0-hybrid	4	1394–1414	1405	4	9.49E-01	1	Target of Myb protein 1
PC-3p-29513_122	gene23708-v1.0-hybrid	3	1395–1418	1409	4	7.22E-01	1	Target of Myb protein 1
PC-3p-87823_40	gene00558-v1.0-hybrid	4	936–957	948	4	3.28E-01	1	Pectin lyase-like superfamily protein
PC-5p-1004_3092	gene06191-v1.0-hybrid	4	695–715	706	2	6.98E-02	11	glycosyl hydrolase 9B1
PC-5p-67794_53	gene06057-v1.0-hybrid	3.5	439–459	450	2	1.52E-01	2	alpha/beta-Hydrolases superfamily protein
PC-3p-269545_14	gene11999-v1.0-hybrid	4	415–434	425	2	5.49E-01	3	Acyl-CoA N-acyltransferases (NAT) superfamily protein

### GO function analysis of targets

To better understand the function of the identified miRNA and reveal the miRNA-gene regulatory network, the target genes obtained from degradome library were subjected to Gene Ontology (GO) analysis based on the *A. thaliana* and *O. sativa* databases. The results of GO analysis showed that the molecular functions of 53 identified targets were involved in DNA or RNA binding, hydrolase activity, protein binding, ATP binding, nucleic acid binding, DNA binding transcription factor activity, catalytic activity, nucleotide binding, transferase activity, kinase activity, other enzyme activity and other molecular function (Fig. 4A). These targets participated in many biological processes, including developmental process, cellular process, biosynthetic process, regulation of transcription, metabolic process, response abiotic and biotic stimulus, anatomical structure morphogenesis, reproduction, carbohydrate metabolic process, transport, cellular protein modification process, response to stress, cell differentiation, cellular component organization, catabolic process, signal transduction, lipid metabolic process and other biological process (Fig. 4B). In addition, the molecular function and biological processes of 50 targets were still unknown.

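Targets without an annotation include some with clear cleavage peaks. Of 49 such genes, 12 were in category 0, 10 in category 2 and 26 in category 4. The highest read number among them was 57, at site 141 of gene19971-v1.0-hybrid for mdm-miR7125_1ss1CT, followed by 21 at site 682 of gene15384-v1.0-hybrid for mdm-miR1511_R-1_1ss20AT. Known miRNAs had 21 of the genes without annotation and new candidates had 30.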

**Figure 4:**
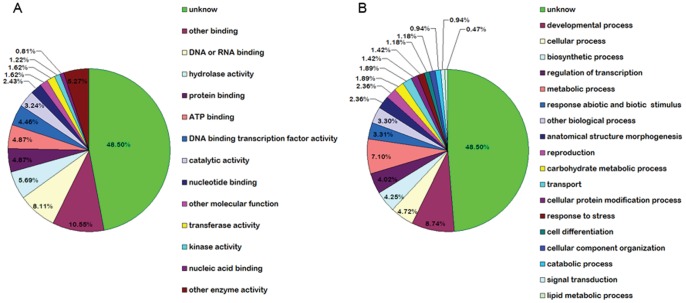
Putative molecular functions (A) and biological processes (B) of known and new candidate miRNA targets. The GO analysis was carried out according to *A. thaliana* and *O. sativa* databases.

## Discussion

Strawberry fruit is worldwide appreciated for its unique flavour and high levels of vitamins, antioxidants, dietary fiber, flavonoids, manganese, folate, potassium and ellargic acid (a cancer reduction agent). As the non-climacteric fruit, it must be picked at or near the fully ripe stage to obtain the best eating quality, and huge losses often occur for its rapid post-harvest senescence. Hence, study the mechanisms of strawberry fruit senescence has practical and basic importance. Up to date, many plant miRNAs have been identified and deposited to miRBase, and some of their biological functions also have been studied. To understand the roles of miRNAs in regulation strawberry fruit senescence, two libraries from strawberry fruit stored at 20°C for 0 and 24 h were constructed. Using high-throughput deep sequencing technology, we pyrosequenced sRNA populations at the genome-wide level, and a much wide range of sRNAs with 15–32 nt in length were identified (Fig. 1). According to the analysis from miRBase 19.0, 88 known miRNAs and 1244 new candidate miRNAs were sequenced in the two libraries. By the degradome sequencing approach, we for the first time identified 103 targets, and 53 were homologous to the genes that have already been found in *A. thaliana* and *O. sativa* (Table S6). Most of these homologous genes have already been found to be involved in plant development, stress response, signal transduction, kinase activity and metabolic processes. Fortunately, 17 targets identified in the degradome were found to be related to plant senescence (Table 3).

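Transcription factors had the strongest cleavage evidence among the targets tied to senescence. Table 3 of the paper names 14 genes that are in the authors' table, 6 in category 0, 4 in category 2 and 4 in category 4. All 6 genes of category 0 are NAC regulators or auxin response factors, and these 6 are also the ones with a P under 0.05. This P is no separate evidence, because it follows the category. Over all pairs, the P of the authors' binomial model was at most 0.0307 in category 0 and at least 0.0698 in category 2. At the 4 genes of category 4 the site had 1 read each, so these calls rest on single reads. The hydrolases, the lyase and the 2 other enzymes had between 1 and 11 reads.

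**Figure D4:**
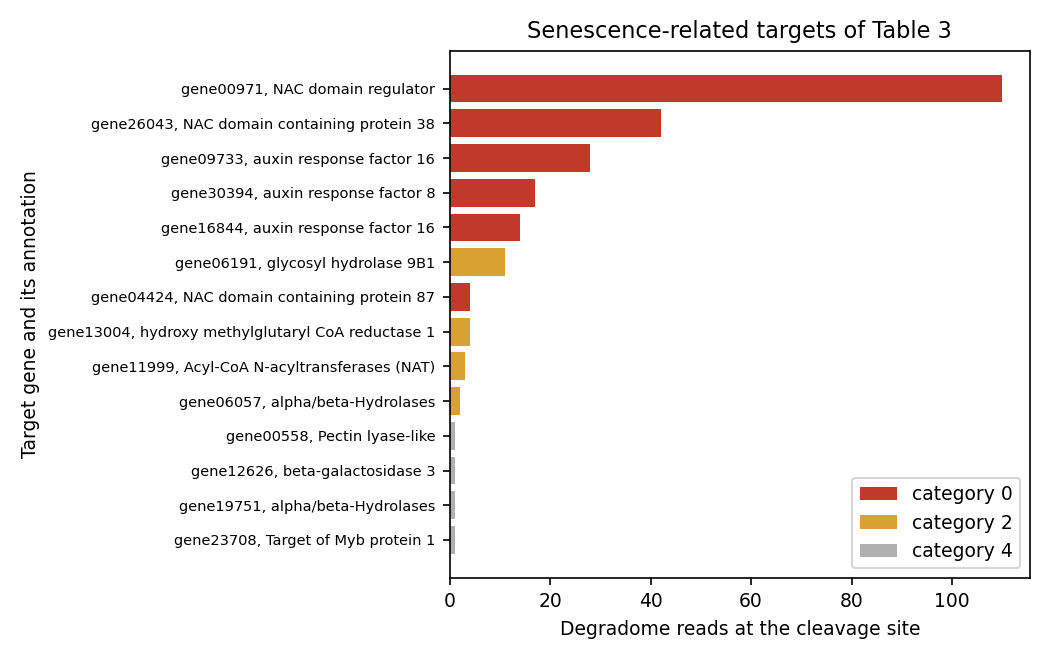
Degradome reads at the cleavage site (horizontal axis) of the 14 target genes that Table 3 of the paper names, with the annotation of each gene, coloured by category. The bars run from 1 read in category 4 to 110 reads for gene00971, a NAC domain regulator.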

In *Arabidopsis* leaves, NAC [No apical meristem (NAM), *Arabidopsis* transcription activation factor (ATAF), Cup-shaped cotyledon (CUC)] transcription factor *ORE1* (ORESARA1, oresara means ‘long living’ in Korean), the positive regulator of ageing-induced cell death and senescence, is negative regulated by miR164. During leaf ageing, miR164 progressively decreases and *ORE1* expression increases [15]. In the present study, 3 members of the miR164 family, mdm-miR164d_1ss21AC, mdm-miR164e and ptc-miR164f_1ss21TA were identified in the strawberry fruit (Table S4). Their targets were obtained in the degradome library and annotated as NAC domain transcriptional regulator superfamily protein, NAC domain containing protein 87 and NAC domain containing protein 38 (Table 3). 

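All NAC targets of miR164 had a category 0 peak. NAC genes act in organ boundaries and in ageing. The site of gene00971-v1.0-hybrid at 718 held the most degradome reads of any target, and gene26043-v1.0-hybrid (NAC domain containing protein 38) had 42 reads at site 661. With 4 reads at site 664, gene04424-v1.0-hybrid (NAC domain containing protein 87) had a lower signal. The 3 miRNAs were paired with the same site in each gene. For mdm-miR164e, the authors' P was 0.00320, 0.00178 and 0.00320 in this order.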

In the process of strawberry fruit senescence from 0 h to 24 h, the reads of mdm-miR164e decreased from 53,961 to 44,505, the reads of mdm-miR164d_1ss21AC decreased from 418 to 406, and the ptc-miR164f_1ss21TA reads increased from 30 to 50 (Table S5). Though there were no significant changes of the log_2_ fold, the significant decrease of mdm-miR164e expression could enhance the expression of NAC domain transcriptional regulator superfamily protein, NAC domain containing protein 87 or NAC domain containing protein 38, and by which they might positively regulate cell death and senescence, and lead to rapid post-harvest senescence of strawberry fruit.

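The abundant miR164 sequence was lower at 24 h and the rarest was higher, none past the 2-fold threshold. For mdm-miR164e (scaffold scf0513144, minus strand, from 326181 to 326441 in the paper's Table S1) the fold was 0.825 (95% counting interval 0.815 to 0.835), a log2 fold of -0.28. For ptc-miR164f_1ss21TA, with 33 raw reads at 0 h and 59 at 24 h, it was 1.67 (1.06 to 2.61). The value of mdm-miR164d_1ss21AC, 0.971 (0.853 to 1.11), showed no difference detectable at this depth, and its log2 fold of -0.04 turns positive, up to 0.08, with no scaling or when scaled by the total of listed miRNAs. Summed over the family, the fold was 0.826 (0.817 to 0.836). The NAC mRNAs were not measured in these libraries. From the lower reads of mdm-miR164e, the paper proposes a higher expression of the NAC genes, which might act for cell death and rapid senescence.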

Auxin response factors (ARF) are transcription factors that bind with specificity to TGTCTC auxin response elements (AuxRE) in promoters of auxin response genes and regulate their expression [29], [30]. In *Arabidopsis* leaves, it has been reported that *ARF2*, *7*, and *19* transcripts increased moderately, and *ARF1* transcripts decreased slightly in response to dark induced senescence [31]. *arf2* single mutants also can delay leaf senescence, and in *arf1 arf2* double mutants, this phenotype is enhanced [31]. *ARF6* and *8* have been reported to be targets of miR167, function in promoting both stamen and gynoecium maturation by increasing jasmonic acid (JA) production, and controlling adventitious root initiation by regulating JA homeostasis [29]. *ARF10*, *16*, and *17* are targets of miR160 [32]. 

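Auxin response factors, which turn auxin signals into transcription, had clear cleavage peaks for miR160 and miR167. For mdm-miR160a and mdm-miR160e, which have the same mature sequence, gene09733-v1.0-hybrid (auxin response factor 16) had 28 reads at site 1865, with a P of 0.00745 from the authors' model, and gene16844-v1.0-hybrid (auxin response factor 16) had 14 reads at site 1967, with a P of 0.00462. For mdm-miR167b_R+1_1ss21AC, gene30394-v1.0-hybrid (auxin response factor 8) had 17 reads at site 2618, with a P of 0.00125. A further 3 genes without annotation were in category 0 for miR160, gene23280-v1.0-hybrid with 12 reads and gene16031-v1.0-hybrid and gene16057-v1.0-hybrid with 8 each.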

In our results, mdm-miR160a,e and mdm-miR167b_R+1_1ss21AC were also identified, and their targets were *ARF 16* and *8*, respectively (Table 3). In the process of fruit senescence, the reads of mdm-miR160a and mdm-miR160e increased from 45 to 70, respectively. In contrast, the reads of mdm-miR167b_R+1_1ss21AC significantly decreased from 33,933 to 26,538 (Table S5). 

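The miRNAs of auxin signalling went both ways at 24 h. Mature miR160 was higher, 1.56-fold for mdm-miR160a and mdm-miR160e from 50 and 83 raw reads (95% counting interval 1.07 to 2.22). Mature sequences of miR167 split: mdm-miR167b_R+1_1ss21AC was at 0.782 (0.770 to 0.794), while mdm-miR167g_1ss21AG was at 1.35 (1.33 to 1.37) and mdm-miR167c at 1.12 (1.10 to 1.14). Over the whole miR167 family the fold was 1.04 (1.03 to 1.05). The list of auxin regulators had 11 names, 7 higher and 4 lower, with a median log2 fold of 0.16 at percentile 85.5 of the random lists. It counts mdm-miR160a and mdm-miR160e, with the same sequence and reads, as separate names. It also holds the partner strands mdm-MIR160a-p3_1ss7AG, ptc-miR160e-3p, tcc-MIR167a-p3_1ss2TC and zma-MIR167j-p3_1ss14CT. The names of the list past 2-fold, 1 higher and 2 lower, are all partner strands.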

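Directions of the mature sequences at 24 h were opposite for the miR160 and miR167 names that have an auxin response factor as a target. The log2 fold of mdm-miR167b_R+1_1ss21AC was -0.35, and its interval lies within the 2-fold threshold. For mdm-miR160a,e it was 0.64, with the upper bound past 2-fold. The mRNA levels of the auxin response factors were not measured in these libraries.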

The significant decrease of mdm-miR167b_R+1_1ss21AC expression could increase high expression of *ARF8*, and the increase of mdm-miR160a,e expression could decrease the expression of *ARF 16*. Considering the important roles of *ARF*8 in regulating the production of JA, it must have involved in fruit senescence. The *ARF*16 whether has involved in post-harvest senescence of strawberry fruit, is worthy of our further research.

Myb transcription factors play key roles in regulating diverse transcriptional events in all eukaryotes. *BMyb*, the ubiquitously expressed member of *Myb* gene family, has been reported to be effect in rescuing senescence induced by an activated ras oncogene in rodent cells in vitro [33]. Overexpression of *DMyb* in the imaginal discs of *Drosophila* led to increased levels of apoptosis [34], [35]. Studies on vertebrate Myb family proteins in apoptosis also demonstrated their roles in both pro- and anti-apoptotic [36], [37]. In the present research, the target of Myb protein 1 was identified, which was regulated at different cleavage site by two new candidate miRNA, PC-3p-140510_25 and PC-3p-140510_25, respectively. 

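Both candidates that pair with the target of Myb protein 1 gene have related sequences and single reads at their sites. At gene23708-v1.0-hybrid, PC-3p-140510_25 (ACGGTGGAGATGGACGGATGC) was assigned to site 1405 and PC-3p-29513_122 (ATGGACGGTGGAGATGGACGGATG) to site 1409, each with 1 read and in category 4. The authors' P was 0.949 and 0.722.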

In the process of fruit senescence, the reads of PC-3p-140510_25 decreased from 47 to 30 (Table S5). 

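Neither candidate paired with this gene was past the 2-fold threshold at 24 h. PC-3p-140510_25, on scaffold scf0513170, plus strand, from 5102442 to 5102702 in the paper's Table S3, had 18 normalized reads at 0 h and 16 at 24 h (fold 0.889, 95% counting interval 0.443 to 1.73), a difference not detectable at this depth. PC-3p-29513_122 had 47 and 30 (fold 0.638, 0.400 to 0.993).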

We hypothesized that the decrease of PC-3p-140510_25 may play a role in increasing the expression of Myb and promoting senescence in strawberry fruit.

Three hydrolases and 1 lyase were also identified in the degradome library. They were alpha/beta-Hydrolases superfamily protein, beta-galactosidase 3, glycosyl hydrolase 9B1 and Pectin lyase-like superfamily protein, and were regulated by aly-miR169k-3p_L+1, PC-5p-67794_53, hbr-MIR2118-p3_1ss1GT, PC-5p-1004_3092 and PC-3p-87823_40, respectively(Table 3). 

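Of the hydrolases and the lyase that the paper names, glycosyl hydrolase 9B1 had the highest read number at its site. For PC-5p-1004_3092, gene06191-v1.0-hybrid (glycosyl hydrolase 9B1, a family that includes cellulases) had 11 reads at site 706 in category 2, with a P of 0.0698 from the authors' model. The alpha/beta-hydrolase gene06057-v1.0-hybrid had 2 reads at site 450 in category 2 for PC-5p-67794_53, with a P of 0.152. The remaining 3 had 1 read in category 4: the alpha/beta-hydrolase gene19751-v1.0-hybrid at site 376 for aly-miR169k-3p_L+1 with a P of 0.833, beta-galactosidase 3 (gene12626-v1.0-hybrid) at site 1898 for hbr-MIR2118-p3_1ss1GT with a P of 0.226, and the pectin lyase-like gene00558-v1.0-hybrid at site 948 for PC-3p-87823_40 with a P of 0.328.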

In the process of strawberry fruit senescence from 0 h to 24 h, the reads of PC-5p-1004_3092 increased from 206 to 1943, and the reads of aly-miR169k-3p_L+1 decreased from 45 to 30 (Table S5). Nevertheless, the reads of PC-5p-67794_53, hbr-MIR2118-p3_1ss1GT and PC-3p-87823_40 showed no significant changes (Table S5). 

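Apart from PC-5p-1004_3092, the miRNAs paired with these enzymes were within 2-fold. PC-5p-67794_53 had 92 normalized reads at 0 h and 129 at 24 h (fold 1.40, 95% counting interval 1.08 to 1.82), and hbr-MIR2118-p3_1ss1GT had 15 and 17 (1.13, 0.568 to 2.38). The fold of aly-miR169k-3p_L+1 was 0.667 (0.428 to 1.06), from 49 and 36 raw reads. With 9 raw reads at 0 h and 8 at 24 h, PC-3p-87823_40 was under the filter of 10. For the last 3, a difference was not detectable at this depth.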

In plants, cell wall plays important role in controlling the cell size and shape. It is also the first obstacle that a pathogen needs to overcome in order to penetrate the plant cell. Its structure is complex and contains various components such as polysaccharides, lignin and proteins. Glycoside hydrolases are common enzymes across all domains of life. They are involved in the metabolism of various carbohydrates containing compounds present in the plant tissues and the degradation and reorganization of cell wall polysaccharides, thereby acting to control fruit softening during ripening [38]. The high level expression of PC-5p-1004_3092 decreased the transcriptions of glycosyl hydrolase 9B1 and might disturb the appropriate balance between degradation and reorganization of cell wall polysaccharides, which probably also related to the quick senescence of strawberry fruit.

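The candidate paired with glycosyl hydrolase 9B1 was among those with the largest difference between storage times. PC-5p-1004_3092 had 206 normalized reads at 0 h and 1943 at 24 h, from 225 and 2296 raw reads. In the paper's tables its precursor lies on scaffold scf0512983, plus strand, from 263464 to 263724, near the precursors of vvi-miR3627-5p_L-1_1ss16CT at 254859 to 255119 and 258558 to 258818. Its mature sequence matches the latter miRNA over 21 nt with 2 mismatches. The mRNA level of the hydrolase was not measured in these libraries.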

Moreover, two senescence relative genes, hydroxy methylglutaryl CoA reductase 1 (HMGR1) and Acyl-CoA N-acyltransferases (NAT) superfamily protein, were identified in the present study, and they were targeted by mdm-miR535d_1ss7CT and PC-3p-269545_14, respectively (Table 3). 

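Each of the 2 other enzyme targets was in category 2, where another position of the transcript has more reads. Hydroxy methylglutaryl CoA reductase 1 (gene13004-v1.0-hybrid), which makes mevalonate for isoprenoid synthesis, had 4 reads at site 1612 for mdm-miR535d_1ss7CT. The Acyl-CoA N-acyltransferase gene11999-v1.0-hybrid had 3 reads at site 425 for PC-3p-269545_14, with a P of 0.549.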

In the process of strawberry fruit senescence from 0 h to 24 h, the reads of mdm-miR535d_1ss7CT decreased from 28,072 to 23,491, and the reads of PC-3p-269545_14 increased from 10 to 12 (Table S5). In the typical climacteric fruit of tomato, two peaks of *HMGR* mRNA accumulation were observed during early development and ripening, and *HMGR1* and *HMGR2* is responsible for the early development peak correlated with high cell division activity and the ripening-associated peak, respectively [39]–[42]. The melon, another climacteric fruit, which only contains a single *HGMR* gene, also has two-peak expression pattern of *HMGR* gene during fruit development and ripening [42], indicated that *HMGR* was involved in the fruit development, ripening and senescence. In the present study, significant decrease of mdm-miR535d_1ss7CT increased the expression of *HMGR1*, which maybe another mechanism that related to the quick senescence of strawberry fruit.

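Abundant in both libraries, mdm-miR535d_1ss7CT had a slightly lower value at 24 h. It had 28072 normalized reads at 0 h and 23491 at 24 h (fold 0.837, 95% counting interval 0.823 to 0.851), and lies on scaffold scf0513164, plus strand, from 1158902 to 1159162 in the paper's Table S1. PC-3p-269545_14, with 11 and 14 raw reads, had a fold of 1.20 (0.496 to 2.86), a difference not detectable at this depth. The mRNA of the reductase was not measured in these libraries.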

In summary, for the first time, we obtained a total of 88 known and 1224 new candidate miRNAs from the senescence of strawberry fruit, and identified 103 targets cleaved by 19 known miRNAs families and 55 new candidate miRNAs. Among them, 14 targets cleaved by 6 known miRNA families and 6 new candidate were involved in fruit senescence. These findings provided valuable information for understanding the quick senescence of strawberry fruit and even non-climacteric fruits, and also offered a foundation for future studies of the miRNA-mediated fruit senescence.

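The targets tied to senescence belong to a few conserved families and to new candidates. In the authors' table the 14 genes pair with known miRNAs of 6 families, miR160, miR164, miR167, miR169, miR535 and miR2118, and with 6 new candidates. Of these candidates only PC-5p-1004_3092 was past the 2-fold threshold in the small RNA libraries.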

## Materials and Methods

### Strawberry fruit material

Strawberry (*Fragaria ananassa* L. cv. Zhangji) fruits were harvested at commercial maturity from an orchard (a private orchard, the owner of Ms. Ma have given permission to conduct the study on this site) in the Xiasha district, Hangzhou, China, and transported to laboratory immediately where they were sorted based on size without physical injuries or infections. The fruits were put in trays with plastic bag to maintain a relative humidity (about 85%), then stored at 20°C for 0, 24, 48 h. No specific permissions were required for these locations/activities, and this study was supported by the National Natural Science Foundation of China (31071836). We confirm that this study did not involve endangered or protected species.

### Total RNA isolation, small RNA library construction and sequencing

The fruits stored at 20°C for 0 and 24 h (the fruit stored for 48 h showed excessive senescence) were collected and frozen in liquid nitrogen immediately, and then stored at −80°C, respectively. Total RNA was extracted using mirVana miRNA Isolation Kit (Ambion, Austin, TX, USA) according to the manufacturer's instructions. Subsequently, equal quantities (10 mg) of small RNA were used for sequencing by the Genome Analyzer GA-I (Illumina, San Diego, USA) following the vendor's instructions.

### Analysis of sequencing data

The small RNA sequences were processed using Illumina's Genome Analyzer Pipeline software to filter out the 5′ and 3′ adapter sequences, and low quantity reads, and then subjected to a series of data filtration steps to obtain mappable sequences using ACGT101-miR v4.2 (LC Sciences, TX, USA). After removed the mRNA and Rfam (rRNA, tRNA, snRNA, snoRNA and repeat sequence), all the trimmed sequences between 15 and 32 bp in length were mapped to miRNA sequences from the miRNA database, miRbase 19.0 (http:// www.mirbase.org/).

To identify potential miRNA precursor sequences, all identified strawberry fruit mature miRNA sequences were BLASTed against the strawberry genome sequences which downloaded from database (http://www.rosaceae.org/). Secondary structure prediction of miRNA precursor was performed by UNAfold software (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi). In addition, the rest unmapped small RNA sequences were also BLASTed against the strawberry genome sequences and the secondary structure were predicted as above. The non-coding sequences which could form a perfect stem-loop structure and meet the standard of miRNAs prediction [25] were regarded as novel miRNA candidates.

### Verification of strawberry fruit miRNAs by quantitative realtime PCR (qRT-PCR)

To validate the levels of miRNAs, the expression of 8 selected miRNAs were determined by qRT-PCR with SYBR Premix Ex Taq ^TM^ II (TaKaRa, Dalian, China) on the iCycler iQ real-time PCR detection system (Bio-Rad). The specific forward primers of 8 selected miRNAs were designed according to the sequence of miRNA itself (Table S7). Total RNA was extracted from the *F. ananassa* fruit stored at 20°C for 0 and 24 h with TRIZOL reagent following the manufacturer's instructions (Invitrogen). Then the total RNA (1 μg) was treated with DNase I and reverse-transcribed according to the manufacturer's protocol (Transgene, Beijing, China). The relative expression level of miRNA was calculated according to the method of Livak and Schmittgen [43].

### Degradome library construction and target identification

To investigate the potential target mRNAs involved in fruit senescence, a degradome library was constructed from strawberry fruit (mixture of strawberry fruit stored for 0 and 24 h) according to the methods of German et al. [18], [44]. In brief, 1 mg of polyA-enriched RNA was ligated to a 5′ RNA oligonucleotide adaptor which containing a 3′ MmeI recognition site. The first strand cDNA was synthesized by reverse transcription (RT) using the ligated products. Then a short PCR (five cycles) was employed to amplify the cDNA to obtain sufficient quantities of DNA products. After digestion with MmeI and purification with PAGE-gel, the PCR product was ligated to 39-double strand DNA adaptor, and then PAGE-gel purified again for PCR (21 cycles). The final cDNA library was purified and sequenced with a Solaxa/Illumina genome analyzer (LC Sciences, Hangzhou, China). A Public software package, CleaveLand3.0 was used for analyzing sequencing data [17], [45].

### Accession number

Sequencing data obtained in this work have been submitted to the Gene Expression Omnibus under the accession number GSE48055.

## Supporting Information

Table S1 **Profile of known microRNAs originating from pre-miRNAs that cannot be mapped to Fragaria vesca genome,** **but the microRNAs were mapped to the genome and the extended sequences at the mapped positions of the** **genome potentially form hairpins.**
(XLS)

Table S2 **Profile of known microRNAs originating from other plant pre-miRNAs(miRbase 19.0) that can be mapped to** ***Fragaria vesca*** **Genome.**
(XLS)

Table S3 **Profile of new candidate microRNAs originating from predicted RNA hairpins.**
(XLS)

Table S4 **Profiles of all the microRNAs discovered in this experiment.**
(XLS)

Table S5 **Expression profiling of miRNAs in strawberry fruit stored at 20°C for 0 and 24 h.**
(XLS)

Table S6 **Information of miRNA targets by degradome sequencing and GO function analysis.**
(XLS)

Table S7 **Primers used in this study.**
(XLS)

## References

[1] Adams-PhillipsL, BarryC, GiovannoniJ (2004) Signal transduction systems regulating fruit ripening. Trends Plant Sci 9: 331–338.1523127810.1016/j.tplants.2004.05.004

[2] HamiltonAJ, BaulcombeDC (1999) A species of small antisense RNA in posttranscriptional gene silencing in plants. Science 286: 950–952.1054214810.1126/science.286.5441.950

[3] CarringtonJC, AmbrosV (2003) Role of microRNAs in plant and animal development. Science 301: 336–338.1286975310.1126/science.1085242

[4] BartelDP (2004) MicroRNAs: genomics, biogenesis, mechanism, and function. Cell 116: 281–297.1474443810.1016/s0092-8674(04)00045-5

[5] BrodersenP, Sakvarelidze-AchardL, Bruun-RasmussenM, DunoyerP, YamamotoYY, et al (2008) Widespread translational inhibition by plant miRNAs and siRNAs. Science 320: 1185–1190.1848339810.1126/science.1159151

[6] LanetE, DelannoyE, SormaniR, FlorisM, BrodersenP, et al (2009) Biochemical evidence for translational repression by *Arabidopsis* microRNAs. Plant Cell 21: 1762–1768.1953159910.1105/tpc.108.063412PMC2714937

[7] LlaveC, KasschauKD, RectorMA, CarringtonJC (2002) Endogenous and silencing-associated small RNAs in plants. Plant Cell 14: 1605–1619.1211937810.1105/tpc.003210PMC150710

[8] KuriharaY, WatanabeY (2004) *Arabidopsis* micro-RNA biogenesis through Dicer-like 1 protein functions. Proc Natl Acad Sci USA 101: 12753–12758.1531421310.1073/pnas.0403115101PMC515125

[9] BaumbergerN, BaulcombeDC (2005) *Arabidopsis* ARGONAUTE1 is an RNA slicer that selectively recruits microRNAs and short interfering RNAs. Proc Natl Acad Sci USA 102: 11928–11933.1608153010.1073/pnas.0505461102PMC1182554

[10] Jones-RhoadesMW, BartelDP (2004) Computational identification of plant microRNAs and their targets, including a stress-induced miRNA. Mol Cell 14(6): 787–799.1520095610.1016/j.molcel.2004.05.027

[11] MalloryAC, VaucheretH (2006) Functions of microRNAs and related small RNAs in plants. Nat Genet 38(Suppl): S31–S36.1673602210.1038/ng1791

[12] SunkarR, KapoorA, ZhuJK (2006) Posttranscriptional induction of two Cu/Zn superoxide dismutase genes in *Arabidopsis* is mediated by down regulation of miR398 and important for oxidative stress tolerance. Plant Cell 18(8): 2051–2065.1686138610.1105/tpc.106.041673PMC1533975

[13] VoinnetO (2009) Origin, biogenesis, and activity of plant microRNAs. Cell 136(4): 669–687.1923988810.1016/j.cell.2009.01.046

[14] SchommerC, PalatnikJF, AggarwalP, ChetelatA, CubasP, et al (2008) Control of jasmonate biosynthesis and senescence by miR319 targets. PLoS Biol 6: e230.1881616410.1371/journal.pbio.0060230PMC2553836

[15] KimJH, WooHR, KimJ, LimPO, LeeIC, et al (2009) Trifurcate feed-forward regulation of age-dependent cell death involving miR164 in *Arabidopsis* . Science 323: 1053–1057.1922903510.1126/science.1166386

[16] DalmayT (2010) Short RNAs in tomato. J Integr Plant Biol 52: 388–392.2037770010.1111/j.1744-7909.2009.00871.x

[17] Addo-QuayeC, EshooTW, BartelDP, AxtellMJ (2008) Endogenous siRNA and miRNA targets identified by sequencing of the *Arabidopsis* degradome. Curr Biol 18: 758–762.1847242110.1016/j.cub.2008.04.042PMC2583427

[18] GermanMA, PillayM, JeongDH, HetawalA, LuoSJ, et al (2008) Global identification of microRNA-target RNA pairs by parallel analysis of RNA ends. Nat Biotechnol 26: 941–946.1854205210.1038/nbt1417

[19] MaM, HuangY, GongZ, ZhuangL, LiC, et al (2011) Discovery of DNA Viruses in Wild-Caught Mosquitoes Using Small RNA High throughput Sequencing. PLoS ONE 6(9): e24758.2194974910.1371/journal.pone.0024758PMC3176773

[20] ZhaoM, TaiH, SunS, ZhangF, XuY, et al (2012) Cloning and Characterization of Maize miRNAs Involved in Responses to Nitrogen Deficiency. PLoS ONE 7(1): e29669.2223532310.1371/journal.pone.0029669PMC3250470

[21] MaoW, LiZ, XiaX, LiY, YuJ (2012) A Combined Approach of High-Throughput Sequencing and Degradome Analysis Reveals Tissue Specific Expression of MicroRNAs and Their Targets in Cucumber. PLoS ONE 7(3): e33040.2247935610.1371/journal.pone.0033040PMC3316546

[22] WangL, WangMB, TuJX, HelliwellCA, WaterhousePM, et al (2007) Cloning and characterization of microRNAs from *Brassica napus* . FEBS Lett 581: 3848–3856.1765928210.1016/j.febslet.2007.07.010

[23] AmbrosV, BartelB, BartelDP, BurgeCB, CarringtonJC, et al (2003) A uniform system for microRNA annotation. RNA 9: 277–279.1259200010.1261/rna.2183803PMC1370393

[24] RajagopalanR, VaucheretH, TrejoJ, BartelDP (2006) A diverse and evolutionarily fluid set of microRNAs in *Arabidopsis thaliana* . Gene Dev 20: 3407–3425.1718286710.1101/gad.1476406PMC1698448

[25] HofackerIL (2003) Vienna RNA secondary structure server. Nucleic Acids Res 31: 3429–3431.1282434010.1093/nar/gkg599PMC169005

[26] VazquezF, BlevinsT, AilhasJ, BollerT, MeinsF (2008) Evolution of *Arabidopsis* MIR genes generates novel microRNA classes. Nucleic Acids Res 36(20): 6429–6438.1884262610.1093/nar/gkn670PMC2582634

[27] YaoY, GuoG, NiZ, SunkarR, DuJ, et al (2007) Cloning and characterization of microRNAs from wheat (*Triticum aestivem* L.). Genome Biol 8: R96.1754311010.1186/gb-2007-8-6-r96PMC2394755

[28] ZhangBH, PanXP, CoxSB, CobbGP, AndersonTA (2006) Evidence that miRNAs are different from other RNAs. Cell Mol Life Sci 63: 246–254.1639554210.1007/s00018-005-5467-7PMC11136112

[29] GuilfoyleTJ, HagenG (2001) Auxin response factors. J Plant Growth Reg 10: 281–291.

[30] TiwariSB, HagenG, GuilfoyleTJ (2003) The roles of auxin response factor domains in auxin-responsive transcription. Plant Cell 15: 533–543.1256659010.1105/tpc.008417PMC141219

[31] EllisCM, NagpalP, YoungJC, HagenG, GuilfoyleTJ, et al (2005) AUXIN RESPONSE FACTOR1 and AUXIN RESPONSE FACTOR2 regulate senescence and floral organ abscission in *Arabidopsis thaliana* . Devel 132: 4563–4574.10.1242/dev.0201216176952

[32] RhoadesMW, ReinhartBJ, LimLP, BurgeCB, BartelB, et al (2002) Prediction of plant microRNA targets. Cell 110: 513–520.1220204010.1016/s0092-8674(02)00863-2

[33] MasselinkH, VastenhouwN, BernardsR (2001) B-myb rescues ras-induced premature senescence, which requires its transactivation domain. Cancer Lett 171(1): 87–101.1148583110.1016/s0304-3835(01)00631-0

[34] FitzpatrickCA, SharkovNV, RamsayG, KatzenAL (2002) Drosophila myb exerts opposing effects on Sphase, promoting proliferation and suppressing endoreduplication. Devel 129: 4497–4507.10.1242/dev.129.19.449712223407

[35] OkadaM, AkimaruH, HouDX, TakahashiT, IshiiS (2002) Myb controls G(2)/M progression by inducing cyclin B expression in the Drosophila eye imaginal disc. EMBO J 21: 675–684.1184711510.1093/emboj/21.4.675PMC125351

[36] GreeneLA, LiuDX, TroyCM, BiswasSC (2007) Cell cycle molecules define a pathway required for neuron death in development and disease. Biochim Biophys Acta 1772: 392–401.1722955710.1016/j.bbadis.2006.12.003PMC1885990

[37] RamsayRG, GondaTJ (2008) MYB function in normal and cancer cells. Nat Rev Cancer 8: 523–534.1857446410.1038/nrc2439

[38] MoctezumaE, SmithDL, GrossKC (2003) Antisense suppression of a β-galactosidas gene (TBG6) in tomato increases fruit cracking. J Exp Bot 54: 2025–2033.1286754510.1093/jxb/erg214

[39] GillaspyG, Ben-DavidH, GruissemW (1993) Fruits: a developmental perspective. Plant Cell 5: 1439–1451.1227103910.1105/tpc.5.10.1439PMC160374

[40] NaritaJO, GruissemW (1989) Tomato hydroxymethylglutaryl-CoA reductase is required early in fruit development but not during ripening. Plant Cell 1: 181–190.253554110.1105/tpc.1.2.181PMC159750

[41] DaraseliaND, TarchevskayaS, NaritaJO (1996) The promoter for tomato 3- hydroxy-3-methylglutaryl coenzyme A reductase gene 2 has unusual regulatory elements that direct high-level expression. Plant Physiol 112: 727–733.888338410.1104/pp.112.2.727PMC157997

[42] Kato-EmoriS, HigashiK, HosoyaK, KobayashiT, EzuraH (2001) Cloning and characterization of the gene encoding 3-hydroxy-3-methylglutaryl coenzyme A reductase in melon (*Cucumis melo* L. reticulatus). Mol Genet Genomics 265: 135–142.1137085910.1007/s004380000401

[43] LivakKJ, SchmittgenTD (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 22DDCT method. Methods 25: 402–408.1184660910.1006/meth.2001.1262

[44] GermanMA, LuoSJ, SchrothG, MeyersBC, GreenPJ (2009) Construction of Parallel Analysis of RNA Ends (PARE) libraries for the study of cleaved miRNA targets and the RNA degradome. Nat Protoc 4: 356–362.1924728510.1038/nprot.2009.8

[45] Addo-QuayeC, SnyderJA, ParkYB, LiYF, SunkarR, et al (2009) Sliced microRNA targets and precise loop-first processing of MIR319 hairpins revealed by analysis of the physcomitrella patens degradome. RNA 15: 2112–2121.1985091010.1261/rna.1774909PMC2779683

How the deposited data were processed for this re-analysis (not part of the article)

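Small RNAs of fruit stored at 20 °C for 0 h and for 24 h were sequenced in 1 library per storage time, and a degradome in 1 library from a mixture of both. The raw counts of each mature miRNA were made by the authors with ACGT101-miR 4.2, after filtering of adaptors and low quality, removal of mRNA, Rfam and repeat sequences, selection of 15 to 32 nt and mapping to miRBase 19 and to the Fragaria vesca genome 1.0. The normalized scores of each miRNA, as deposited, are the authors' reads normalized with 1 factor per library and given as whole numbers, which for miRNAs with few reads can differ by close to 1 read from raw reads times the factor, and the formula is not given in the sources used here. The alignment score, category and p-value of each degradome target were made by the authors with CleaveLand 3.0 and ACGT301-DGE 1.0 on the gene set of the same genome, the p-value by a binomial model and not adjusted as far as stated. The signal at each cleavage site is the authors' number of degradome reads, as deposited, with fractions that the column's name relates to tags with several places.

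The values were checked before use. Raw counts are whole numbers, and the ratio of normalized to raw reads, taken over miRNAs with at least 1000 raw reads, gave the factor of each library. This way of taking the factor was chosen after seeing the data and affects only the floor and the intervals. The table has 1431 entries for 1310 names, because a miRNA with several precursors is repeated, and each name was counted once. A name is a new candidate where the authors' group says so, and known otherwise. The family is the number in the miRNA's name.

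The main comparison, the miRNA lists, the alternatives and the rule for named miRNAs were fixed before the deposited data were examined. Folds are 24 h over 0 h on the authors' normalized reads, for miRNAs with at least 10 raw reads in at least 1 library, and the threshold was a log2 fold above 1 or below -1. A count of 0 was replaced by a floor of 3 raw reads on the same scale. Named miRNAs are those the paper names in its text, Table 2 or Table 3, the 10 with most raw reads, the 8 with the largest and the 8 with the smallest fold among those with at least 100 raw reads in a library, known miRNAs past the threshold, members of the lists, and the 10 degradome targets with most reads. The paper's supplementary tables with the same measures had been read when this rule was written, so it was not blind to these values. Whether the lists were fixed before that reading is not stated. HD-ZIP genes, the targets of miR160 without annotation, gene05636-v1.0-hybrid, gene34180-v1.0-hybrid, PC-5p-154267_23, PC-3p-236712_15 and the candidates compared with miR3627 were singled out after their values were seen. Genome positions come from the paper's Tables S1 to S3. Of Table S3, 715 entries were at hand for the 1334 of the candidates, so that positions are missing for the rest. In Table S1, 8 columns of per-sample values with labels that match no library were not used.

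No test across samples was possible. Intervals at the 95% level are Poisson for a count, Clopper-Pearson for a share and conditional binomial for a fold. For each of 7 lists, the median log2 fold was set against 10000 random lists of the same size, as a description of these 2 libraries. The random lists were drawn among the 100 nearest miRNAs in mean expression. Lists count names, so both arms of a hairpin and names with the same sequence count separately. The procedure was tested on simulated data with the depth of the real libraries and with counting noise only. Variation between fruits or libraries was not simulated, so the shares given here are not error rates of the real comparison. Of unchanged miRNAs, 3.91% were called. Of miRNAs with a 4-fold difference, 99.8% were called at 50 or more raw reads and 94.3% below. Of those with a 2-fold difference, 49.0% and 46.3% were called. The intervals held the simulated fold in 97.0% of cases.

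The alternatives were raw counts with no scaling, scaling by the mappable reads of Table 1, by the total of listed miRNAs, by TMM factors (edgeR 4.0.16) and by size factors (DESeq2 1.42.0), other filters on low counts, a pseudocount of 1, the bound of the threshold included, a counting interval wholly beyond 2-fold, and other units of counting. For the degradome they were a P under 0.05, categories 0 to 2, category 0, and other units of counting. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 were used. The qRT-PCR values are not analysed here. A gene table of the cultivated strawberry was not used, since its identifiers do not match those of the Fragaria vesca gene set.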

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

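The tests on the miR3627-like sequences and the test of shared sequence at equal class size were chosen only after the results were seen. These results stand out as values past the 2-fold threshold, or with high read numbers, in miRNAs and genes that the paper does not discuss by value.

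Among known miRNAs whose values the paper's text does not discuss, the log2 fold of 24 h over 0 h was 2.27 for vvi-miR3627-5p_L-1_1ss16CT, 2.20 for aly-miR828-3p_R-1_1ss5GA, 1.70 for csi-miR479_1ss12TG, 1.39 for mdm-miR395i_R+1, 1.20 for mdm-MIR160a-p3_1ss7AG, 1.11 for csi-miR530a_2ss20TC21GT and 1.04 for cme-MIR395a-p5_1ss11GT. It was 1.16 for the new candidate PC-3p-45119_80 and -1.03 for PC-3p-32264_112, which is within 2-fold with no scaling (-0.90), with the total of listed miRNAs and with TMM factors. For cme-MIR395a-p5_1ss11GT a pseudocount of 1 ends the call. The known miRNA tcc-MIR167a-p3_1ss2TC, at -1.09, is not counted with these because its counting interval of the fold, 0.202 to 1.10, includes equal values. With 1 library per storage time, the variation between fruits is not known for any of them. In the degradome, high read numbers outside the text of the paper stood at gene09291-v1.0-hybrid (72 reads, for mdm-miR168b), gene19971-v1.0-hybrid (57 reads, for mdm-miR7125_1ss1CT), gene23876-v1.0-hybrid (28 reads, for miR172), gene15384-v1.0-hybrid (21 reads, for miR1511) and gene31576-v1.0-hybrid (21 reads, for mtr-MIR1510a-p3_1ss5AT).

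The first pattern is the number of miRNAs past 2-fold. Counting noise alone gave a median of 52 and at most 74 over 1000 draws with no difference, against 124 observed. Among miRNAs with under 50 raw reads in both libraries 103 were past 2-fold, against at most 73 in the draws, and among those with more reads 21, against at most 2. Counting noise is thus argued against as the whole cause, while about the median number of draws could still come from it among the miRNAs with few reads. Differences between fruits or library preparations stay open beside storage, since the design has 1 library per time.

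The second pattern is that vvi-miR3627-5p_L-1_1ss16CT and the similar candidates PC-5p-1004_3092 and PC-5p-481_6402 were all higher at 24 h. None of the 5 scalings tried accounts for these folds, as the lowest log2 fold of the 3 was 2.26. Their factors differ from the authors' by at most 0.119 in log2, so this outcome was fixed beforehand. Counting noise is argued against, as the lowest lower bound of the 3 folds was 3.04. Reads of a single source divided over the 3 sequences would give them 1 fold, and are argued against for the 3 together, as the lower bound of PC-5p-1004_3092, 8.21, lies above the upper bound of vvi-miR3627-5p_L-1_1ss16CT, 7.82. The interval of PC-5p-481_6402 (7.54 to 9.80) overlaps both, and another similar candidate, PC-5p-28382_127, with 21 and 38 raw reads, had an interval of 0.956 to 3.00 that includes equal values. An effect of storage and a difference between the single libraries stay open and were not tested.

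The third pattern is that most new candidates are 24 nt long, and that most of those with 24 nt begin with adenine. If errors or noise among entries with few reads were the cause, the 24 nt share would be low among candidates with at least 50 raw reads in a library. It was 65.6% there and 72.3% among the others (95% interval 69.2 to 75.2%), which is lower but still a majority, so this test cannot decide. The values are consistent with siRNA-like small RNAs of repeated sequences: 23.9% of the 226 candidates of 21 and 22 nt share 14 nt within their class, just below the 95% range of 26.1 to 40.3% (median 33.2%) in draws of as many 24 nt candidates, which bears on the length and not on the adenine. The pattern was not compared between the storage times, and no biological explanation beyond the siRNA class was tested.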

How the results depend on the processing

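The counts that use the entry "unknown protein", the pair of target and category, table entries in place of names, and no filter with the bound included were chosen after seeing the data. No paired analysis was possible because each storage time has 1 library. Of 690 alternative log2 folds of the 115 named miRNAs, 618 lay within the counting interval of the main value and 72 outside it. That 0 called folds turned their sign follows from factors that differ by at most 0.119 in log2. Among folds that were not called, 9 turned sign under some setting, and 5 named miRNAs crossed the 2-fold threshold: PC-3p-32264_112, cme-MIR395a-p5_1ss11GT, gma-MIR171t-p5_1ss14CT, gma-miR396a-3p_L+1 and tcc-MIR167a-p3_1ss2TC. The median log2 fold of all miRNAs was 0 on the authors' scale and 0.11 both with no scaling and with the total of listed miRNAs. These settings gave 73.3% and 75.7% of calls as higher, against 62.9%, and the median of the list derived from rRNA in other plants was 0.87 under both. The median of the disease resistance list turned to -0.20 with at least 50 raw reads in at least 1 library, since this filter drops hbr-MIR2118-p3_1ss1GT and leaves 2 names with opposite directions. The number higher was 26 with at least 10 raw reads in each library, 14 with at least 50 in at least 1 library and 9 with the interval wholly beyond 2-fold, and the number lower was 19, 7 and 0, by construction of stricter filters. Weighted by raw reads, the share of 24 nt candidates was 11.2%, since the abundant candidates have 21 nt. Degradome targets numbered 31 with a P under 0.05, 56 in categories 0 to 2 and 30 in category 0, those of known miRNAs 26 with a P under 0.05 and 25 in category 0, and those of new candidates 6 under both, with 1 gene in both groups under a P of 0.05, by construction of the stricter calls. Counted as pairs, category 0 held 48. Of 120 other alternatives, 103 stayed within the interval or within 1.5 times the main count. Depth limits folds of miRNAs with under 50 raw reads, and degradome calls with 1 read.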

Differences from the paper's values

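The settings that count table entries, the pair of target and category, "unknown protein", and no filter with the bound included were chosen only after the values were seen. The paper gives 623 new candidates with a uridine first, and 353 were counted here. The alternatives set before the deposited data were examined, distinct sequences (353) and at least 10 raw reads (333), differ as well. So do table entries in place of names (387), chosen after seeing the values.

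For PC-3p-140510_25 the paper's text gives 47 normalized reads at 0 h and 30 at 24 h, and the deposited table gives 18 and 16. The values 47 and 30 stand in that table for PC-3p-29513_122, the other candidate paired with the same gene. No alternative was set for single read numbers.

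In the left bars of Fig. 2, read by eye with the colour key, all miRNAs with bars long enough to read have the storage times the other way round, while the paper's Table 2 and its text give PC-5p-1004_3092 as the deposited table does. PC-5p-1004_3092 has about 2200 at 0 h and about 240 at 24 h in the paper's Fig. 2, against 206 and 1943 here. PC-5p-481_6402 has about 2300 and about 260 in Fig. 2, against 235 and 2021. PC-3p-2227_1439 has about 210 and about 450 in Fig. 2, against 396 and 181. For mdm-miR395a, Fig. 2 has about 730 and about 250, against 245 and 727. Table 2 gives the other 3 as the deposited table does, and raw counts with no scaling differ from Fig. 2 in the same way for all 4.

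The paper's counts of 94 higher and 64 lower miRNAs stand beside 78 and 46 here, at the thresholds its text states. With no filter and the bound included, chosen after seeing the values, 93 were higher and 64 lower, and 0 of the values past either bound in the paper's Table S5 were dropped. Table S5 itself holds 93 values of 1 or more and 64 of -1 or less. The paper counts 55 new candidates with a target, while 37 have one here, and no alternative was set for this count. The paper's 26 and 49 targets in categories 2 and 4 (25 and 46 here) are reached when a target is counted once in each of its categories, and its annotated share of 51.5% (52.4% here), with 50 targets without an annotation (49 here), when "unknown protein" counts as no annotation, both chosen after seeing the values.

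The paper ranks PC-3p-217649_17 first among higher miRNAs. Here its fold is at least 5.09 against a floor of 3 raw reads, with a counting interval that starts at 3.56, and the point values of PC-5p-154267_23 (14.0, interval 2.29 to 619) and PC-3p-236712_15 (11.8, interval 4.78 to 49.1) lie above that value, so its rank is open.

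The paper's text names the family miR3267, which the deposited table does not hold, while that table holds miR3627. No mapping between the 2 names was made.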

Other observations

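None of the tests in this part was chosen after its result was seen. Some new candidates are close to known miRNAs: 13 lie within 2 mismatches of a known sequence over at least 18 nt. Besides those near miR3627 and miR156, PC-3p-40_84069 matches mdm-miR1511_R-1_1ss20AT over 20 nt with 0 mismatches and had 17264 raw reads at 0 h and 19139 at 24 h, and PC-5p-5963_595 matches mdm-miR535d_1ss7CT over 20 nt with 0 mismatches and had 878 and 779. PC-3p-65180_55, which matches ptc-MIR530b-p3_1ss12CT over 20 nt, had 12 and 45 raw reads, a log2 fold of 1.79 with a counting interval of the fold from 1.80 to 7.19. These pairs were chosen for mention after their values were seen.

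A hypothesis tested on the degradome is that the abundance of a miRNA sets which targets are seen. The median raw reads of the 24 known miRNAs with a target in category 0 were 863, against 214 for all known miRNAs, at percentile 98.4 among 10000 random lists of known miRNAs. For the 5 new candidates with such a target the median was 1657, against 48, at percentile 99.99. Both results go with the hypothesis, but a cause was not shown, and conserved targets of abundant miRNAs could give the same values. The median of 1657 is the value of PC-5p-5963_595, which matches mdm-miR535d_1ss7CT over 20 nt with 0 mismatches. Its category 0 site, 1152 of gene07187-v1.0-hybrid with 7 reads, is also listed for mdm-miR156b. The result for new candidates thus rests on few entries, 1 of them close to an abundant known miRNA.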
